# The desmosomal cadherin Desmoglein-2 controls extracellular matrix expression and remodeling via NF-κB signaling in keratinocytes

**DOI:** 10.3389/fcell.2025.1691260

**Published:** 2025-10-30

**Authors:** Sadie E. Hunter, Zara T. Patel, Beatriz Mateo, Joshua M. Powers, Austin Y. Shull, Adi D. Dubash

**Keywords:** desmoglein 2, desmosome, cadherin, extracellular matrix (ECM), keratinocyte, wound healing, cell migration, NF-KappaB

## Abstract

Desmogleins are transmembrane cadherin proteins and obligate members of the desmosome, a cell-cell adhesion complex which connects adjacent cells and provides structural integrity to tissues. While Desmogleins are well-known for their importance in maintenance of cell-cell junctions, several studies have also highlighted their role in signaling crosstalk with cell-matrix adhesions and the extracellular matrix (ECM). We have recently shown that Desmoglein-2 (Dsg2) controls cell spreading on ECM substrates (fibronectin and collagen) and phosphorylation of focal adhesion proteins via Rap1 GTPase signaling. In our current study, we show that loss of Dsg2 in keratinocytes enhances the expression of ECM proteins and matrix metalloproteinases (MMPs), an effect that was not recapitulated upon loss of Desmocollin-2 (Dsc2) or loss of Dsg2 in other epithelial cell types. Signaling pathways well-known to control ECM function (TGF-β and Rho) were not involved in Dsg2-mediated changes in ECM gene expression, but an analysis of global transcriptome changes by RNA sequencing identified major changes in Nuclear Factor-kappa B (NF-κB)-mediated signaling in Dsg2-deficient cells. Interestingly, NF-κB (RelA) activation is elevated in Dsg2-deficient cells, and knockdown of RelA rescued both the enhanced expression of ECM/MMP genes and the enhanced migratory ability of Dsg2-deficient cells. Taken together, this study has identified an important link between Dsg2 and NF-κB signaling involved in controlling matrix production and remodeling, which has relevance for multiple processes in the epidermis such as wound healing and psoriasis.

## Introduction

The cadherins Desmoglein (Dsg) and Desmocollin (Dsc) are single-pass transmembrane proteins present within the desmosome cell-cell adhesion complex (Delva et al., 2009; Thomason et al., 2010). Dsg and Dsc cadherins form heterophilic and homophilic interactions in the extracellular space. On the intracellular side, armadillo proteins Plakophilin (Pkp) and Plakoglobin (Pg) bind to the cytoplasmic tails of the desmosomal cadherins and provide further connections to Desmoplakin (Dsp), which links the cytoplasmic plaque to the intermediate filament network (Delva et al., 2009; Thomason et al., 2010; Bharathan et al., 2024). Linkage of the transmembrane desmosome complex to the intermediate filament network allows the desmosome to perform its main functions of cell-cell adhesion, maintenance of tissue structure, shock absorption and resistance to mechanical strain. Although desmosomal cadherins are typically studied for their role in maintenance of desmosome structure and cell-cell adhesion, different Dsg and Dsc isoforms have been shown to have cellular functions involved in a range of different biological processes such as cell differentiation, proliferation, migration, mechano-transduction, wound healing and apoptosis (El-Amraoui and Petit, 2010; Hegazy et al., 2021; Min et al., 2023). Loss of desmosomal cadherins results in a variety of different skin blistering disorders (such as pemphigus), arrhythmogenic cardiomyopathy (characterized by junctional defects, cardiomyocyte death and myocardial fibrosis) and various forms of cancer (Amagai and Stanley, 2012; Basso et al., 2012; Hegazy et al., 2021; Engel et al., 2024).

Our prior work has shown that loss of Desmoglein-2 (Dsg2), but not Desmocollin-2 (Dsc2), results in increased spreading of cells on extracellular matrix proteins (fibronectin and collagen) and enhanced phosphorylation of focal adhesion proteins FAK and Paxillin (Shelton et al., 2021). The effect of Dsg2 on cell spreading was tied to changes in Rap1 GTPase-mediated signaling, as Rap1 activity was elevated in cells lacking Dsg2, and inhibition of Rap1 in these cells rescued the observed changes in cell spreading and focal adhesion protein phosphorylation. Based on these prior experiments showing Dsg2’s effects on cell-matrix attachment and focal adhesion signaling, we sought to investigate whether Dsg2 also controls the expression of ECM components themselves, the signaling pathways involved, and whether these molecular changes translate into altered cellular behaviors relevant to wound healing.

ECM proteins such as collagen and fibronectin provide tissues with both structural support and signaling cues relevant to developmental processes, normal tissue structure and wound healing (MacCarthy-Morrogh and Martin, 2020; Walma and Yamada, 2020; Potekaev et al., 2021). We show here that loss of Dsg2 results in upregulated expression of key ECM proteins, as well as matrix metalloproteinases (MMPs), enzymes responsible for ECM degradation and remodeling (Li et al., 2000; Bonnans et al., 2014). The coordinated regulation of ECM production and remodeling by MMPs is particularly critical for controlling cell migration during both physiological processes like wound repair and pathological conditions such as cancer. While several signaling pathways are known to control ECM gene expression, the specific mechanisms by which desmosomal cadherins regulate these processes remain poorly understood.

To address this knowledge gap, we employed a combination of targeted gene expression analysis and unbiased transcriptome approaches to identify the signaling pathways responsible for Dsg2-mediated ECM regulation. Here we demonstrate that Dsg2 controls ECM and MMP gene expression through a previously unrecognized connection to NF-κB, revealing a novel mechanism by which cell-cell adhesion proteins coordinate matrix remodeling and cell migration in keratinocytes. NF-κB is a transcription factor which controls a wide range of gene expression programs related to inflammation, proliferation and epithelial to mesenchymal transition (Hayden and Ghosh, 2008; Oh et al., 2023). In the canonical NF-κB signaling pathway, dimers of the Rel family of proteins (prototypically RelA/p65 and p50) are kept in an inactive state in the cytoplasm via association with IκB proteins (Moynagh, 2005). A wide range of upstream signals can result in activation of upstream IκB kinases (IKKα/β) which phosphorylate and induce degradation of the inhibitory IκB protein, thereby allowing for nuclear accumulation of NF-κB and transcriptional activation of downstream genes (Moynagh, 2005; Hayden and Ghosh, 2008; Mitchell et al., 2015).

Our results show a marked elevation in NF-κB signaling upon loss of Dsg2, as well as a rescue of Dsg2 effects on ECM gene expression and keratinocyte migration upon inhibition of NF-κB signaling. Taken together, these findings have important implications for understanding how desmosomal cadherins control epidermal homeostasis and may provide new therapeutic targets for inflammatory skin diseases and wound healing disorders.

## Materials and methods

### Cell culture, siRNA transfections and drug treatments

A431, HaCaT and MCF7 cells were cultured in DMEM with 10% Fetal Bovine Serum and antibiotic/antimycotic solution (Corning). SCC9 cells were cultured in DMEM and Ham’s F-12 50/50 mix with 10% Fetal Bovine Serum and antibiotic/antimycotic solution. Control and Dsg2 knockout A431 cells were a kind gift from Dr. Daniel Conway (Ohio State University) and were generated via CRISPR/Cas9 editing (Baddam et al., 2018). For siRNA-mediated knockdown, cells at ∼20–40% confluency were transfected with either control or gene-specific siRNA using DharmaFECT1 (Dharmacon) according to manufacturer’s protocols, followed by harvesting cells for subsequent analysis at 3–4 days post siRNA transfection. DsiRNA sequences (purchased from Integrated DNA Technologies) used in this study are as follows: Dsg2 (CUCAGCAUCUUCAAGAUGUACCUTA), Dsc2 (GUGAGAGAUAGACUUGGCAUGUCTA), NF-κB (AUAUGAGACCUUCAAGAGCAUCATG). Where indicated, cells were treated with the following drugs purchased from MilliporeSigma: BMS345541 (1 µM), Batimastat (1 µM), SB431542 (5 µM), GGTI-298 (10 µM), Y27632 (1 µM), CCG1423 (1 µM).

### Wound healing assays

For wound healing assays, cells were grown to confluence within culture inserts (Ibidi). Lifting of the culture insert results in the creation of a uniform wound area in all samples (see Supplementary Figure S2, 0 hr). After two washes with Phosphate Buffered Saline (PBS) to remove cell debris, the cells were returned to media containing 10 μg/mL Mitomycin C (Sigma) to eliminate proliferation-dependent effects on wound closure. At 12–16 hr post-wounding, cells were fixed and stained with AlexaFluor 568-tagged Phalloidin. An EVOS M7000 inverted fluorescence microscope was used to generate images of the entire remaining wound area for each sample. Remaining wound area was quantified via area measurements on thresholded images in FIJI. Graphs shown represent fold change measurements of remaining wound area from representative experiments, and statistical analysis was performed as described below.

### Immunofluorescence and microscopy

Cells on coverslips were fixed in 4% paraformaldehyde (Electron Microscopy Sciences) for 15–30 min, washed 3 times with PBS, permeabilized with 0.3% Triton X-100 for 10 min (MilliporeSigma), washed 3 times with PBS, and blocked with 5% normal donkey serum (Jackson Immunoresearch) for 60 min at 37 °C. Coverslips were incubated with DAPI, AlexaFluor 568-tagged Phalloidin (ThermoFisher) or primary and secondary antibodies (listed in Supplementary Table S1) and mounted in Prolong Gold (ThermoFisher). To visualize decellularized matrix, control and Dsg2 knockdown SCC9 samples growing on coverslips were decellularized as described in (Harris et al., 2018). Briefly, coverslips were washed 2 times with PBS and then 3 times in a buffer containing 100 mM Na_2_HPO_4_, 2 mM MgCl_2_ and 2 mM EGTA (pH 9.6). Cells were lysed by incubation in a buffer containing 8 mM Na_2_HPO_4_ and 1% Triton X-100 (pH 9.6) for 30 min at 37 °C along with gentle shaking. Finally, samples were washed 4 times in a buffer containing 10 mM Na_2_HPO_4_ and 100 mM KCl (pH 7.5). Decellularized matrix remaining on the coverslip was fixed in 4% paraformaldehyde, and samples processed for immunofluorescence as described above. Immunofluorescence images shown in Figures 2, 5 were taken using a Leica Microsystems TCS SP8 Spectral Confocal Microscope, an oil immersion ×63 objective (HC PL APO ×63/1.40 OIL CS2) and Leica LAS X SP8 control software. All images shown are representative of three or more experiments, with 10–20 random fields of view imaged per sample per experiment using the same exposure time and camera settings.

### Western blots

To analyze protein expression levels, cell samples were washed briefly in PBS, lysed in urea sample buffer (8 M deionized urea, 1% SDS, 10% Glycerol, 60 mM Tris pH 6.8, and 5% β-mercaptoethanol) and equalized for total protein concentration using a Take3 plate and a Synergy LX plate reader (Biotek). Samples were subjected to SDS-PAGE along with a pre-stained protein ladder (PureView, Azura Genomics), followed by transfer to PVDF membranes (Immobilon-P_SQ_, MilliporeSigma). Membranes were probed with primary and secondary antibodies (listed in Supplementary Table S1) and washed in Tris Buffered Saline +0.2% Tween. Blots were visualized by enhanced chemiluminescence using Immobilon Crescendo Western HRP Substrate (MilliporeSigma) and a ChemiDoc Imaging System (BioRad). For densitometry analysis, Fibronectin protein band intensity was measured in FIJI (integrated density measurement) and normalized to tubulin protein band intensity. Average fold change in normalized Fibronectin protein intensity was calculated across three independent experiments. All western blots shown are representative of data from three or more independent experiments.

### ELISA assays

MMP1 levels in cell culture supernatant were assayed using the Human MMP-1 ELISA Kit (Thermo Fisher Scientific) according to manufacturer’s instructions. Briefly, samples of cell culture supernatant were taken from control A431 cells (A431CT) and Desmoglein-2 knockout (Dsg2KO) A431 cells, followed by a brief centrifugation (2000 x g for 10 min) to pellet any cellular debris. Following the ELISA procedure on A431CT and Dsg2KO supernatant samples, absorbance was measured at 450 nm using a Synergy LX plate reader (Biotek). Blank absorbances were subtracted from all data points, followed by normalization to total protein levels (measured by lysis of cells in the same wells from which supernatant samples were collected). ELISA assays shown are representative of data from three independent experiments.

### Quantitative real-time PCR

To measure mRNA transcript levels via quantitative real-time PCR (qPCR), RNA was isolated using the RNA Mini kit, according to manufacturer’s instructions (Zymo). Total RNA concentrations were equalized between samples using a Take3 plate and a Synergy LX plate reader (Biotek), and qPCR was performed using gene-specific primers and RNA-to-C_T_ 1-step kit (Azura Genomics). qPCR cycling was performed in a QuantStudio3 instrument (Applied Biosystems). All gene-specific primers used for qPCR in this study are listed in Supplementary Table S2. Calculations for relative mRNA levels were performed using the ΔΔC_T_ method, normalized to GAPDH, and represented as fold change values compared with control samples. All graphs for mRNA levels shown were obtained from quantification of three or more independent biological replicates, and statistical analysis was performed as described below.

### RNA sequencing analysis

Total RNA from control A431 (A431CT) and A431 Dsg2 knockout (Dsg2KO) cells were isolated using TRIzol. Next, concentration and quality of isolated RNA was first assessed using NanoDrop (260/280 and 260/230 ratios >1.8) with RNA quality being further validated using an Agilent Bioanalyzer 2,100. Libraries were prepared sequenced on an Illumina platform using paired-end sequencing (2 × 150 bp) (Novogene). Raw sequencing reads were processed using CLC Genomics Workbench (version 23, Qiagen). Quality control was performed to remove low-quality reads and adapter sequences, and cleaned reads were aligned to GRCh38/hg38 using the RNA-Seq Analysis pipeline within CLC Genomics Workbench. Gene expression levels were quantified as transcripts per million (TPM), and differential gene expression analysis was performed using the built-in statistical tools with genes being considered differentially expressed with an adjusted Benjamini-Hochberg FDR p-value <0.05 and a log2 fold change of ±0.5. Overrepresentation gene ontology analysis was performed on differentially expressed genes using the Gene Hallmarks gene sets from the Molecular Signatures Database (MSigDB) through the Gene Set Enrichment Analysis (GSEA) platform to identify enriched biological pathways and processes. The RNA sequencing data reported in this study have been deposited in NCBI’s Gene Expression Omnibus (GEO) database under accession number GSE303980.

### Statistical analysis

For all experiments shown, data was obtained from a minimum of three independent experiments/biological replicates. In many cases, multiple technical replicates (wells, coverslips, etc.) were processed in parallel within each independent experiment. Representative images/blots are displayed in all figures, and graphs for each experiment are indicated in the figure legends as either mean ± standard deviation (s.d.) or mean ± standard error of the mean (s.e.m.). All statistical analysis was performed using Prism 10 (GraphPad). For data comparing two conditions, statistical analysis was performed using a student’s two-tailed t-test. For data comparing three or more conditions, statistical analysis was performed using Welch’s ANOVA followed by Dunnett T3 analysis. Statistical significance was represented in graphs as follows: N.S. = not significant, * = p < 0.05, ** = p < 0.01, *** = p < 0.001.

## Results

### Loss of Dsg2, but not Dsc2, enhances extracellular matrix gene expression

To analyze a role for desmosomal cadherins in regulation of ECM gene expression, we first employed an siRNA-mediated knockdown approach in HaCaT keratinocytes, followed by analysis of transcriptional changes by quantitative PCR. Based on prior observed changes in cell-matrix attachment, cell spreading and focal adhesion formation in Dsg2-deficient cells, we hypothesized that Dsg2 knockdown would result in enhanced expression of ECM proteins. Compared to HaCaT cells expressing control siRNA (siCT), Dsg2 knockdown cells (siDsg2) demonstrated elevated mRNA levels of several different ECM genes, Fibronectin (*FN1*), Collagen Type I α1 (*COL1A1*) and Collagen Type III α1 (*COL3A1*) (Figure 1A). We also observed an increase in expression of the Transglutaminase 2 gene (*TGM2)* upon Dsg2 knockdown, which is a β-integrin-binding cell-surface co-receptor for Fibronectin which plays many different roles in adhesion, migration and ECM organization (Akimov et al., 2000; Nurminskaya and Belkin, 2012).

**FIGURE 1:**
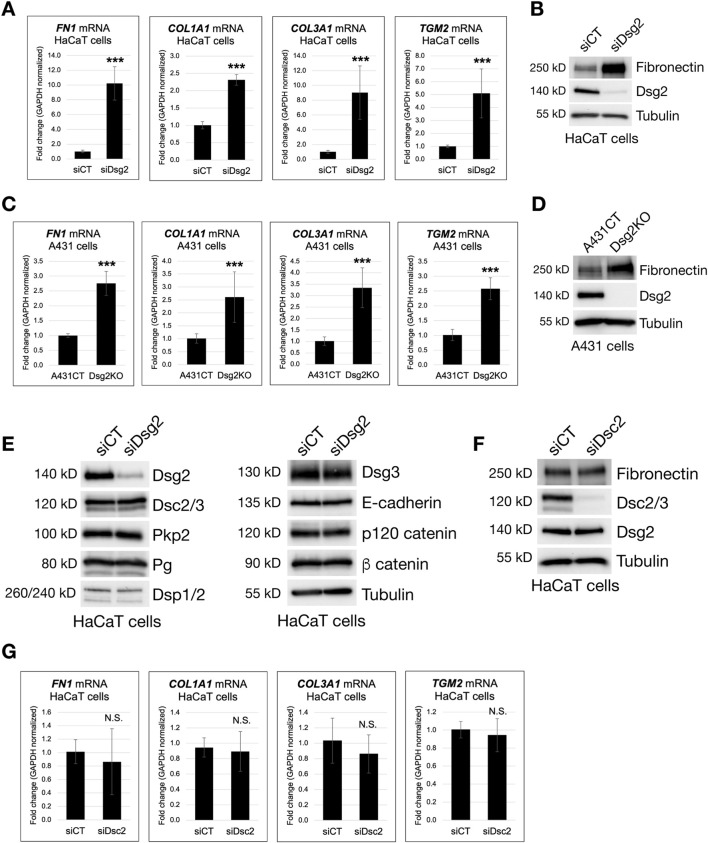
Loss of Dsg2, but not Dsc2, enhances extracellular matrix gene expression. **(A)** HaCaT cells were transfected with control siRNA (siCT) or siRNA specific for Desmoglein-2 (siDsg2). 72 h post transfection, total RNA was isolated from cell samples, followed by qPCR to analyze mRNA levels of the following genes: Fibronectin (*FN1*), Collagen Type I α1 (*COL1A1*), Collagen Type III α1 (*COL3A1*) and Transglutaminase 2 (*TGM2)*. **(B)** HaCaT cells expressing either siCT or siDsg2 were processed for SDS-PAGE and blotted for the following proteins: Fibronectin, Dsg2 and Tubulin (loading control). **(C)** Total RNA was isolated from control A431 cells (A431CT) and Desmoglein-2 knockout (Dsg2KO) cells, followed by qPCR to analyze mRNA levels of *FN1*, *COL1A1, COL3A1* and *TGM2*. **(D)** A431CT and Dsg2KO cells were processed for SDS-PAGE and blotted for the following proteins: Fibronectin, Dsg2 and Tubulin (loading control). **(E)** siCT and siDsg2 HaCaT cells were processed for SDS-PAGE and blotted for the following proteins: Dsg2, Desmocollin-2/3 (Dsc2/3), Plakophilin-2 (Pkp2), Plakoglobin (Pg), Desmoplakin-1/2 (Dsp1/2), Desmoglein-3 (Dsg3), E-cadherin, p120 catenin, β catenin and Tubulin (loading control). **(F)** HaCaT cells were transfected with control siRNA (siCT) or siRNA specific for Desmocollin-2 (siDsc2). 72 h post transfection, samples were processed for SDS-PAGE and blotted for the following proteins: Fibronectin, Dsc2/3, Dsg2 and Tubulin (loading control). **(G)** Total RNA was isolated from siCT or siDsc2 HaCaT cells, followed by qPCR to analyze mRNA levels of *FN1*, *COL1A1*, *COL3A1* and *TGM2*. All graphs shown represent fold change values of mRNA levels, with error bars indicating s.d. (N.S. = not significant, *** = p < 0.001).

Analysis of Desmoglein-2 knockout (Dsg2KO) A431 cells showed similar increases in *FN1*, *COL1A1, COL3A1* and *TGM2* mRNA compared to control A431 cells (A431CT), showing that these changes occur in several different keratinocyte cell lines (Figure 1C). Western blots in both HaCaT and A431 cells confirmed that Dsg2-deficient keratinocytes also have elevated Fibronectin (FN) protein levels compared to control cells (Figures 1B,D). To confirm that these changes were not caused by loss of other cell-cell junction proteins in Dsg2-deficient cells, we performed western blots for a range of different adherens junction and desmosomal proteins. Dsg2 knockdown in HaCaT cells did not significantly perturb the expression of other cadherins (E-cadherin, Dsg3 or Dsc2) or other junctional components (p120 catenin, β catenin, Pkp2, Pg and Dsp1+2) (Figure 1E). Moreover, knockdown of Dsc2 in HaCaT cells did not elicit the same increase in ECM expression (either at the mRNA or protein level), indicating that this effect is specific to loss of Dsg2 (Figures 1F,G).

### Dsg2-deficient cells have enhanced matrix deposition and matrix metalloproteinase expression

To visualize extracellular matrix, we fixed SCC9 keratinocytes expressing either control (siCT) or Dsg2-specific (siDsg2) siRNA, followed by staining with either an anti-Collagen III or anti-Fibronectin antibody. Compared to control cells, increased staining for both Collagen III and Fibronectin was observed in Dsg2-deficient SCC9 cells via immunofluorescence (Figures 2A,C). As seen in HaCaT and A431 keratinocytes, elevation of Fibronectin protein levels in SCC9 cells upon loss of Dsg2 was observed via Western blot (Figure 2B). To determine if the increased ECM expression seen in Dsg2-deficient cells results in enhanced secretion and deposition of ECM, we decellularized control and Dsg2-deficient SCC9 samples on coverslips (confirmed via loss of DAPI staining). Fixation and staining of decellularized matrix with an anti-Fibronectin antibody confirmed that ECM deposition is also elevated upon Dsg2 knockdown (Figure 2D).

**FIGURE 2:**
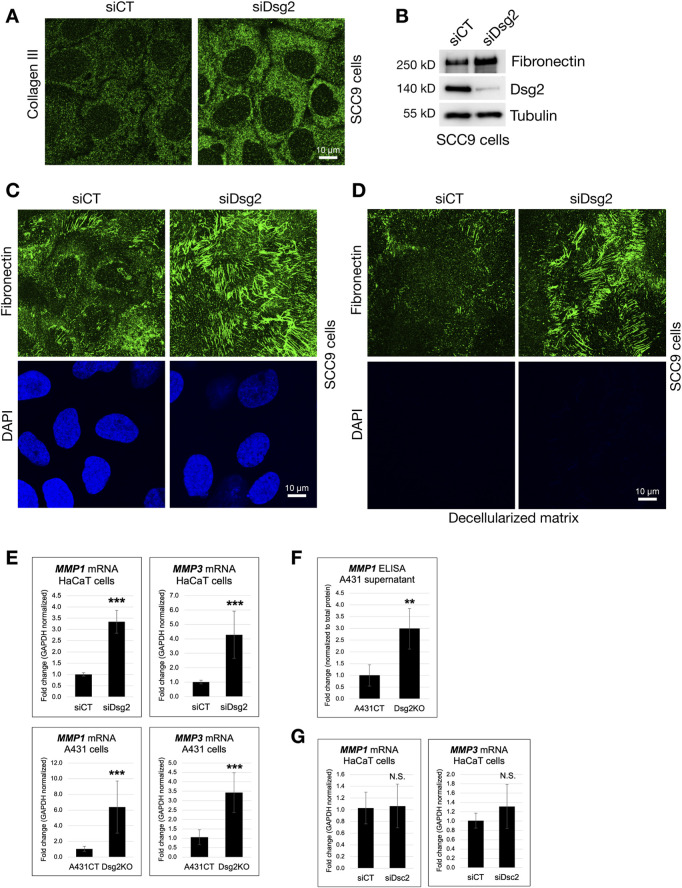
Dsg2-deficient cells have enhanced matrix deposition and matrix metalloproteinase expression. **(A,C)** SCC9 cells growing on coverslips were transfected with control siRNA (siCT) or siRNA specific for Desmoglein-2 (siDsg2). 72 h post transfection, cells were fixed, processed for immunofluorescence and stained with an anti-Collagen III **(A)** or anti-Fibronectin antibody **(C)**. Coverslips were imaged with a Leica Microsystems TCS SP8 Spectral Confocal Microscope (scale bar = 10 μm). **(B)** siCT and siDsg2 expressing SCC9 cells were processed for SDS-PAGE and blotted for Fibronectin, Dsg2 and Tubulin (loading control). **(D)** siCT and siDsg2 expressing SCC9 samples were decellularized (as described in methods), and deposited matrix was fixed and stained with an anti-Fibronectin antibody. Decellularization was confirmed via loss of DAPI staining. **(E)** HaCaT cells were transfected with control siRNA (siCT) or siRNA specific for Desmoglein-2 (siDsg2). 72 h post transfection, total RNA was isolated from cell samples, followed by qPCR to analyze mRNA levels of Matrix Metallopeptidase 1 (*MMP1*) and Matrix Metallopeptidase 1 (*MMP3*). Identical experiments for MMP1 and MMP3 mRNA levels were performed in A431CT and Dsg2KO cells. All graphs shown represent fold change values of mRNA levels, with error bars indicating s.d. ( *** = p < 0.001). **(F)** MMP1 protein levels in cell culture supernatant from A431CT and Dsg2KO cells were analyzed via an ELISA assay. Graph shows fold change in MMP1 levels in A431 cell culture supernatant normalized to total cellular protein. **(G)** Total RNA was isolated from HaCaT cells transfected with siCT or siDsc2, followed by qPCR to analyze mRNA levels of *MMP1 and MMP3*. Graphs shown represent fold change values of mRNA levels, with error bars indicating s.d. (N.S. = not significant).

Matrix metalloproteinases (MMPs) are enzymes important for regulating the composition and structure of the ECM, and they play varied roles in a range of different biological processes such as cell adhesion, growth, migration and the morphogenesis of different tissues. We show that loss of Dsg2 in either HaCaT or A431 cells enhances the expression of the genes Matrix Metallopeptidase 1 (*MMP1*) and Matrix Metallopeptidase 3 (*MMP3*) (Figure 2E). Analysis of MMP1 levels in samples of cell culture supernatant also demonstrated an increase in MMP1 protein expression upon loss of Dsg2 in A431 cells (Figure 2F). As seen for ECM gene expression, Dsc2 knockdown in HaCaTs did not produce increases in MMP gene expression, showing that this effect is specific for loss of Dsg2 (Figure 2G). Lastly, Dsg2 knockdown in another epithelial cell type (MCF7) did not cause an increase in either ECM or MMP gene expression, suggesting that loss of Dsg2 may not cause these changes in other epithelial cell types (Supplementary Figures S1A,B). Taken together, these data highlight the important role for Dsg2 in controlling ECM expression and remodeling in keratinocytes.

### The enhanced migration of Dsg2-deficient keratinocytes is dependent on MMP activity

The modulation of ECM and MMP gene expression by Dsg2 suggests an important role for Dsg2 in controlling keratinocyte migration. To determine this, we performed wound healing migration assays in A431CT and Dsg2KO cells. Cells were grown to confluence in cell culture inserts, followed by lifting of the culture inserts to create a uniform wound area in all samples (Supplementary Figure S2). A statistically significant decrease in remaining wound area at 12 h post-wound formation showed that Dsg2KO cells close wounds faster than control A431 cells (Figures 3A,B). We hypothesized that changes in MMP gene expression have a causative role in the enhanced migration of Dsg2-deficient keratinocytes. To test this, we performed additional migration assays in A431CT and Dsg2KO cells in the presence of the broad-spectrum MMP inhibitor Batimastat. These assays showed that Batimastat treatment was able to rescue the enhanced migration (or wound closure) seen in Dsg2KO cells (Figures 3C,D). Taken together, these data indicate a causative role for Dsg2-mediated control of MMPs in regulation of cell migration.

**FIGURE 3:**
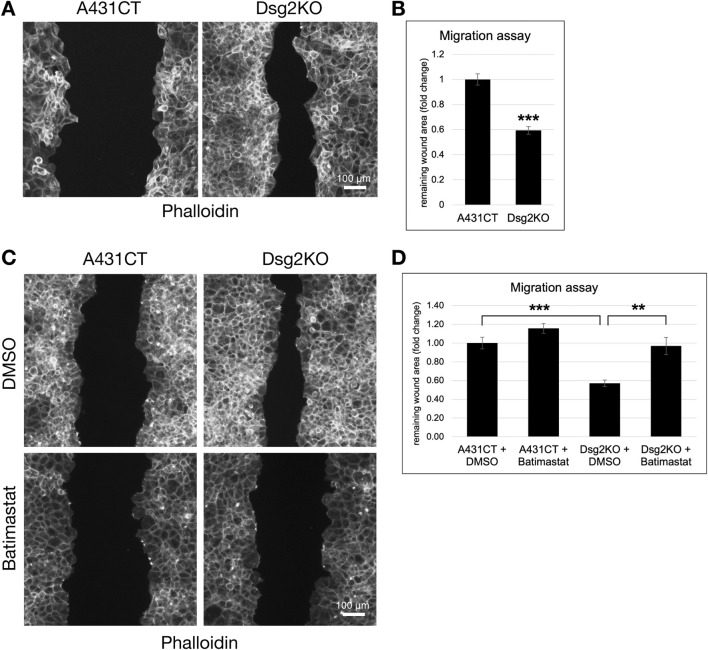
The enhanced migration of Dsg2-deficient keratinocytes is dependent on MMP activity. **(A)** Control A431 cells (A431CT) and Dsg2 knockout cells (Dsg2KO) were grown to confluency within culture inserts (Ibidi). 12–16 h after lifting the insert, cells were fixed and stained with AlexaFlour568-Phalloidin. Remaining wound area was captured with an EVOS M7000 inverted microscope and wound area quantified in FIJI (scale bar = 100 μm). **(C)** A431CT or Dsg2KO cells were grown to confluency within 2- or 3-well culture inserts (Ibidi). Following lifting of the culture insert, cells were treated with either DMSO (vehicle control) or Batimastat (1 µM). 12–16 h later, cells were fixed and with AlexaFlour568-Phalloidin. Remaining wound area was captured with an EVOS M7000 inverted microscope and wound area quantified in FIJI (scale bar = 100 μm). **(B,D)** Graphs shown represent fold change values of average remaining wound area (fold change), with error bars representing s.e.m. ( ** = p < 0.01, *** = p < 0.001). Note that a decrease in remaining wound area is indicative of an increase in rate of cell migration.

### TGF-β, Rap1 or RhoA/SRF signaling does not control ECM gene expression via Dsg2

In order to investigate the mechanisms via which Dsg2 controls ECM and MMP gene expression, we analyzed a potential role for either Transforming Growth Factor-β (TGF-β) or Rho/Serum Response Factor (SRF) signaling, as they are well-known modulators of ECM gene expression and have been shown in prior studies to be altered by loss of other desmosomal proteins such as Pkp2 and Dsp (Godsel et al., 2010; Dubash et al., 2016; Meng et al., 2016; Distler et al., 2019). We have also previously shown that Rap1 and TGF-β2 signaling is required for alterations in focal adhesion formation and cell spreading seen in Dsg2-deficient cells (Shelton et al., 2021). However, inhibition of TGF-β signaling (with SB431542), Rap1 signaling (with GGT1-298), Rho signaling (with Y27632), or SRF signaling (with CCG1423) were all unable to rescue the elevation in fibronectin gene expression seen in Dsg2-deficient cells (Supplementary Figure S3). These data prompted us to undertake an unbiased global approach to analysis of Dsg2-mediated changes in keratinocytes.

### Loss of Dsg2 in keratinocytes causes an upregulation of inflammatory expression signatures

In order to identify key cellular pathways that may be involved in the regulation of ECM and MMP gene expression by Dsg2, we decided to broadly investigate transcriptome changes in Dsg2KO cells via RNA sequencing analysis. 

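RNA was sequenced from A431CT and Dsg2KO cells, with 3 biological replicates per condition. A431 is a human keratinocyte line derived from an epidermoid carcinoma, and the Dsg2KO cells were made from it by CRISPR/Cas9 editing. The authors trimmed paired-end reads, aligned them to GRCh38 and counted them per gene in CLC Genomics Workbench. They deposited the counts per gene symbol, without normalization. The paper's text names neither the gene annotation nor how reads were assigned where genes on opposite strands overlap. The libraries held 12845719, 13650746 and 13016840 counts in A431CT cells and 14786041, 16255692 and 16044619 counts in Dsg2KO cells. At these depths a floor of 3 counts corresponds to between 0.184 and 0.236 CPM (TMM-normalized counts scaled to library size, as edgeR's cpm function gives them), which covers counting error only. No library had a count for 3992 genes. Counts were scaled with edgeR's TMM factors, which lay between 0.990 and 1.01. The 12857 genes that passed edgeR's filterByExpr, with its minimum of 10 counts, were tested with edgeR's quasi-likelihood F test and Benjamini-Hochberg adjustment. A gene was counted as differentially expressed with an adjusted p-value under 0.05 and an absolute log2 fold change of at least 0.5, which are the paper's thresholds. The biological coefficient of variation between replicates was 4.79%. The first principal component of the log2 CPM held 48.6% of the variance and separated the libraries by condition.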

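Between A431CT and Dsg2KO cells, 775 genes passed both thresholds here, 385 of them higher and 390 lower in Dsg2KO cells. Of the settings tried, the fold change minimum moved this number most. Without a minimum 3802 genes passed, and with a minimum of 1 on the log2 scale 250 genes passed. All 3 libraries of one condition lay above all 3 of the other for 5481 of the tested genes (42.6%), where chance gives 10%. Of the 370 lower genes that could be placed on the genome, 156 lay on chromosome segments whose genes were lower together in Dsg2KO cells. Of the 370 higher genes that could be placed, 32 lay on segments that were higher together. DSG2 lies on chromosome 18 of GRCh38 from 31498177 to 31549008, and the annotated antisense gene DSG2-AS1 overlaps it. The level counted on DSG2 was 323 ± 6.08 CPM (SD, n = 3) in A431CT cells and 51.9 ± 2.88 (SD, n = 3) in Dsg2KO cells. This left 16.1% of the A431CT level. DSG2 had the smallest p-value of all genes, with a log2 fold change of -2.64 (standard error 0.05, adjusted p = 1.29e-14 from edgeR's quasi-likelihood test), lower in 3 of 3 Dsg2KO libraries. The other lower genes among the 5 with the smallest p-values were SLC16A3, COL12A1, BRI3BP and FOXF2, with log2 fold changes of -1.03, -1.27, -0.84 and -5.77. COL12A1 and BRI3BP lie on segments of chromosomes 6 and 12 that were lower as a whole. The 5 higher genes with the smallest p-values were ADGRL1, CCND2, PADI3, TGM2 and MYEOV, with log2 fold changes of 1.58, 1.69, 2.78, 1.36 and 0.91. TGM2 and PADI3 rose although they lie on segments of chromosomes 20 and 1 that were lower as a whole. The genes with the largest changes were at the floor in one condition, so that their folds are lower bounds. TMEM129, which overlaps TACC3 on the opposite strand, was at least 40.2-fold higher in Dsg2KO cells. IL31RA was at least 5.10-fold higher and LRRC3, on a raised segment of chromosome 21, at least 3.84-fold higher. ZNF726 was at least 21.6-fold lower, DUSP2 at least 14.6-fold lower and GLB1L2 at least 10.5-fold lower.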

Differential expression analysis identified 779 significantly altered genes, with 396 genes upregulated and 383 genes downregulated in Dsg2KO cells compared to controls (Figure 4A). Overrepresentation-based gene ontology (GO) analysis using MSigDB hallmark gene sets demonstrated that Dsg2 loss predominantly activated NF-κB-mediated signaling transcripts (Figure 4B) with the most significantly enriched gene sets being Tumor Necrosis Factor-alpha (TNFα) signaling via NF-κB (adj p-value = 3.63E-06, odds ratio = 3.78), followed by interferon γ response (adjusted p-value = 6.91E-06, odds ratio = 3.61), and interferon α response (adjusted p-value = 1.63E-05, odds ratio = 4.96). 

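The MSigDB hallmark sets were not among the available data, so the genes whose symbols are printed in Fig. 4C stand in for them. The study chose these genes on the same libraries, so their counts are not independent evidence of enrichment. Of the 26 genes printed for TNFα signaling via NF-κB, 25 passed both thresholds over all genes tested, 18 higher and 7 lower in Dsg2KO cells. The lower ones were DUSP2, KYNU, SERPINB2, TNFRSF9, F2RL1, DNAJB4 and EDN1. Adjusted over the list alone, the number was 25 as well. Of the 25 genes printed for the interferon γ response, 23 passed over all genes tested and 24 when adjusted over the list alone. MT2A was the 1 lower gene among the 23. Of the 16 genes printed for the interferon α response, 14 passed over all genes tested, all higher, and 15 when adjusted over the list alone. The fold change minimum moved these numbers most: with a minimum of 1 on the log2 scale, 9, 8 and 6 genes passed. The libraries of the conditions did not overlap for 26, 24 and 15 genes of the respective lists, where chance gives 10% of genes. RCAN1, IFNGR2, SIK1, ICOSLG, MX1 and MX2 lie on the segment of chromosome 21 that was higher as a whole, by a median of 0.39 on the log2 scale. TNFRSF9, DNAJB4 and IFI44L lie on a segment of chromosome 1 with a median log2 fold change of -0.31, and IFI44L rose against it, with a log2 fold change of 1.33. OAS2 rose against its lower segment of chromosome 12, with a log2 fold change of 0.91.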

Additional enriched pathways encompassed epithelial-mesenchymal transition, inflammatory response, and TGF-β signaling.

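A list of TGF-β target genes written before the data were examined had 18 tested genes, with a median log2 fold change of 0.24 in Dsg2KO cells. The list was higher than the other tested genes (adjusted p = 0.0172, camera on the log2 CPM with an inter-gene correlation of 0.01, Benjamini-Hochberg over 7 lists), with 13 of its 18 genes higher. Of these 7 lists, only the TGF-β list and a list of interferon-stimulated genes had an adjusted p-value under 0.05. Both kept it under limma's fry, and neither did when camera estimated the correlation from the data. Higher genes past both thresholds included LTBP2, SMAD7 and SKIL, with log2 fold changes of 1.08, 1.02 and 0.63. ID1 and ID3 passed as lower genes, with log2 fold changes of -0.59 and -0.69. ID3 lies on the lower segment of chromosome 1 and ID1 on that of chromosome 20, where the median log2 fold change was -0.18. No list was available for the epithelial-mesenchymal transition or inflammatory response sets.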

**FIGURE 4:**
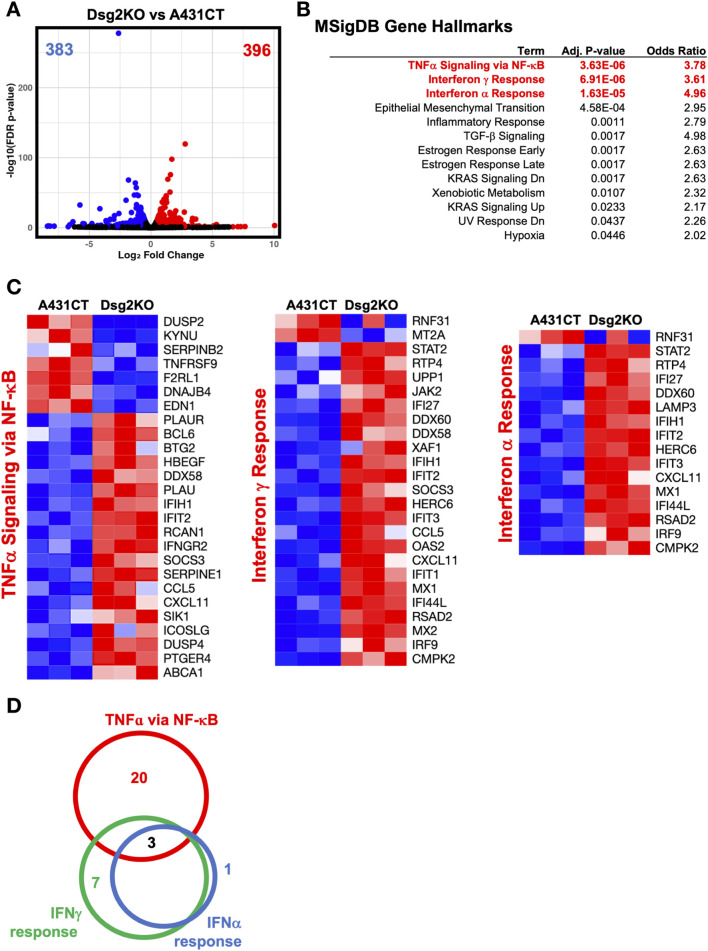
Loss of Dsg2 in keratinocytes causes an upregulation of inflammatory expression signatures. **(A)** Volcano plot showing differential gene expression between Dsg2KO and A431CT cells. Blue dots represent downregulated genes (n = 383), red dots represent upregulated genes (n = 396), gray dots represent non-significant genes. **(B)** Gene set enrichment analysis using MSigDB hallmark gene sets showing enriched pathways in Dsg2KO cells. **(C)** Heatmaps displaying expression patterns of genes from TNF-α signaling via NF-κB (left), Interferon γ Response (middle), and Interferon α Response (right) pathways. Red indicates upregulation, blue indicates downregulation. **(D)** Venn diagram illustrating gene overlap between the three major immune pathways, with three genes (IFIT2, IFIH1, CXCL11) common to all pathways. RNA sequencing performed with n = 3 biological replicates per condition; significance set at adjusted p-value <0.05.

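Figure 4C prints 46 distinct genes, and 43 of them passed both thresholds. ABCA1 and PTGER4 were the most strongly raised of the TNFα genes, with log2 fold changes of 2.21 (standard error 0.32) and 1.63. CMPK2 and IRF9 were the most strongly raised of the interferon genes, at 2.27 (standard error 0.22) and 2.15. MX2 rose by 1.99 and MX1 by 1.22 on the log2 scale, and after the median of their chromosome 21 segment was taken off they were at 1.60 and 0.84. Among the lower genes, DUSP2 had no count in any Dsg2KO library, and KYNU had a log2 fold change of -1.67 (standard error 0.27). SERPINB2 had a log2 fold change of -1.50, and without A431CT replicate 3 its adjusted p-value from edgeR's quasi-likelihood test was 0.15, with a range of 0.0044 to 0.15 over the alternatives. It also lost the threshold without Dsg2KO replicate 1 or 3. Further genes lost the fold change threshold without 1 library. Without A431CT replicate 3, BCL6 was at 0.41 and RTP4 at 0.47, and without A431CT replicate 2, UPP1 was at 0.40. Without Dsg2KO replicate 1, RTP4 was at 0.49. Without Dsg2KO replicate 2, BCL6 was at 0.49, RTP4 at 0.48, BTG2 at 0.46 and MT2A at -0.48. JAK2 lost both thresholds without A431CT replicate 1 (0.44) or Dsg2KO replicate 3 (0.46). XAF1 lost the adjusted p-value threshold without A431CT replicate 1, Dsg2KO replicate 2 or Dsg2KO replicate 3, with log2 fold changes of 0.59, 0.57 and 0.50. PLAUR at 0.49, STAT2 at 0.49 and RNF31 at -0.64 did not pass both thresholds.

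**Figure D1:**
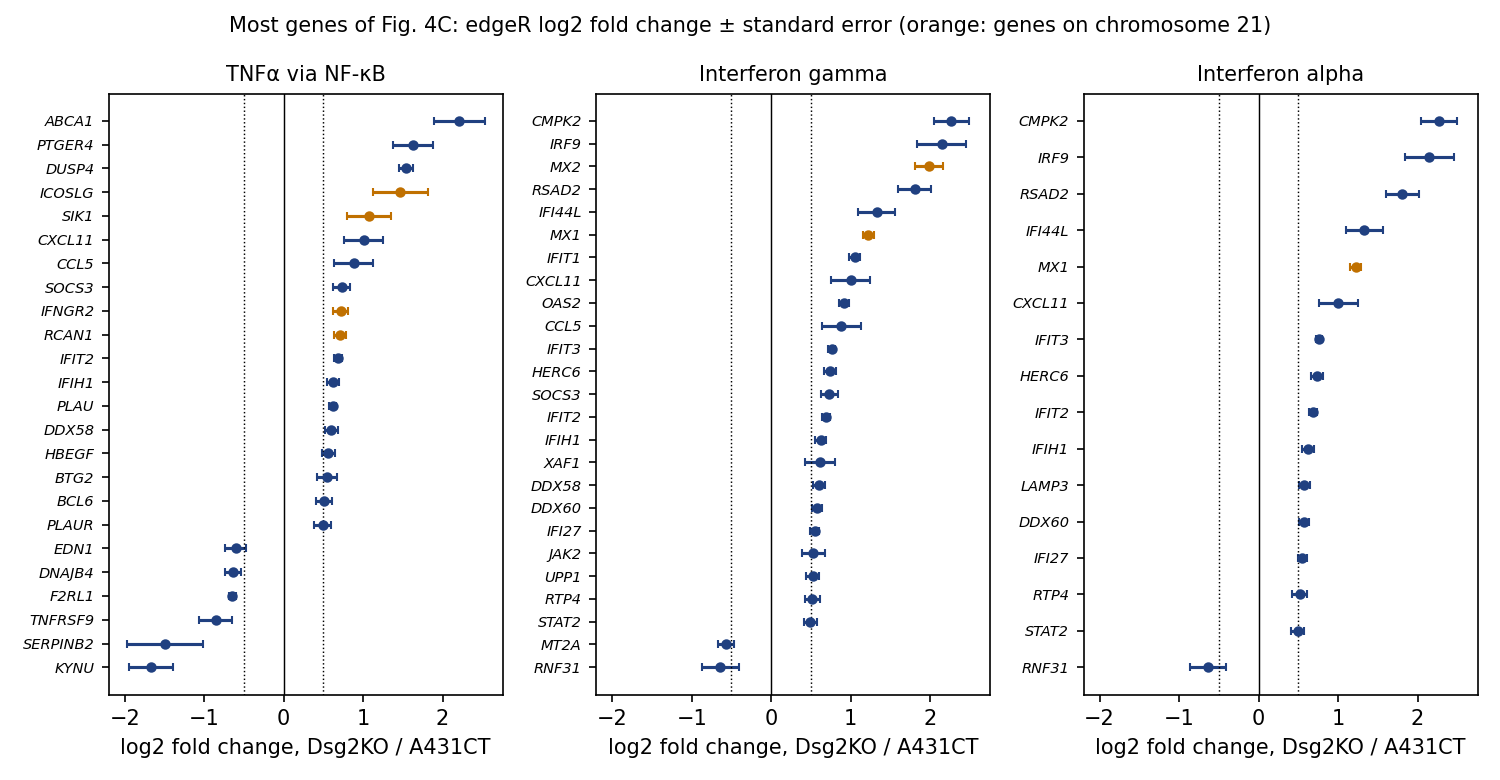
Log2 fold change between Dsg2KO and A431CT cells (horizontal axis) of most of the genes printed in Fig. 4C, by pathway, n = 3 libraries per condition. Points are edgeR estimates, bars are standard errors, dotted lines mark an absolute log2 fold change of 0.5, and orange marks genes on chromosome 21. DUSP2 is left out because it had no count in Dsg2KO cells. The 6 lower TNFα genes drawn lie between KYNU at -1.67 and EDN1 at -0.61.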

Pathway-specific heatmaps representing the top three MSigDB Gene Hallmarks confirmed the coordinated upregulation of NF-κB-related inflammatory genes in Dsg2KO cells (Figure 4C). The expression profiles showed consistent activation of genes across multiple immune pathways, with prominent upregulation of classical inflammatory genes like *CCL5*, *CXCL11*, *IFIT2*, *SOCS3*, and *IFIH1*. 

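CCL5, on chromosome 17 of GRCh38 from 35871491 to 35880793, rose from 2.43 ± 0.482 CPM (SD, n = 3) in A431CT cells to 4.49 ± 0.903 (SD, n = 3) in Dsg2KO cells. Its log2 fold change was 0.88 (standard error 0.25, adjusted p = 0.0137 from edgeR's quasi-likelihood test), higher in 3 of 3 Dsg2KO libraries. Its raw counts were between 28 and 79 per library. Without Dsg2KO replicate 1 its log2 fold change was 0.77 (adjusted p = 0.0702, edgeR) and without Dsg2KO replicate 2 it was 0.82 (adjusted p = 0.0537, edgeR), both above the threshold of 0.05. Its adjusted p-values ranged from 0.0034 to 0.0702 over the alternatives. CXCL11, on chromosome 4 from 76033682 to 76041415 and overlapped by ART3 on the opposite strand, rose from 2.20 ± 0.391 to 4.42 ± 0.828 CPM. This was a log2 fold change of 1.00 (standard error 0.25, adjusted p = 0.0061, edgeR), in 3 of 3 Dsg2KO libraries. IFIT2, on chromosome 10 from 89283694 to 89309271, overlaps LIPA on the opposite strand, and LIPA was itself higher with a log2 fold change of 0.53. IFIT2 rose from 64.2 ± 3.44 to 103 ± 0.915 CPM, a log2 fold change of 0.69 (standard error 0.05, adjusted p = 1.63e-07, edgeR), in 3 of 3 libraries. SOCS3, on chromosome 17 from 78356778 to 78360077, rose from 12.0 ± 0.539 to 20.0 ± 2.37 CPM. Its log2 fold change was 0.73 (standard error 0.11, adjusted p = 1.33e-04, edgeR), also in 3 of 3 libraries. IFIH1, on chromosome 2 from 162267074 to 162318684, rose from 25.2 ± 1.55 to 38.9 ± 2.03 CPM. Its log2 fold change was 0.62 (standard error 0.07, adjusted p = 1.64e-05, edgeR), again in 3 of 3 libraries. For each of these genes the difference between the means was larger than the SD within either condition.

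**Figure D2:**
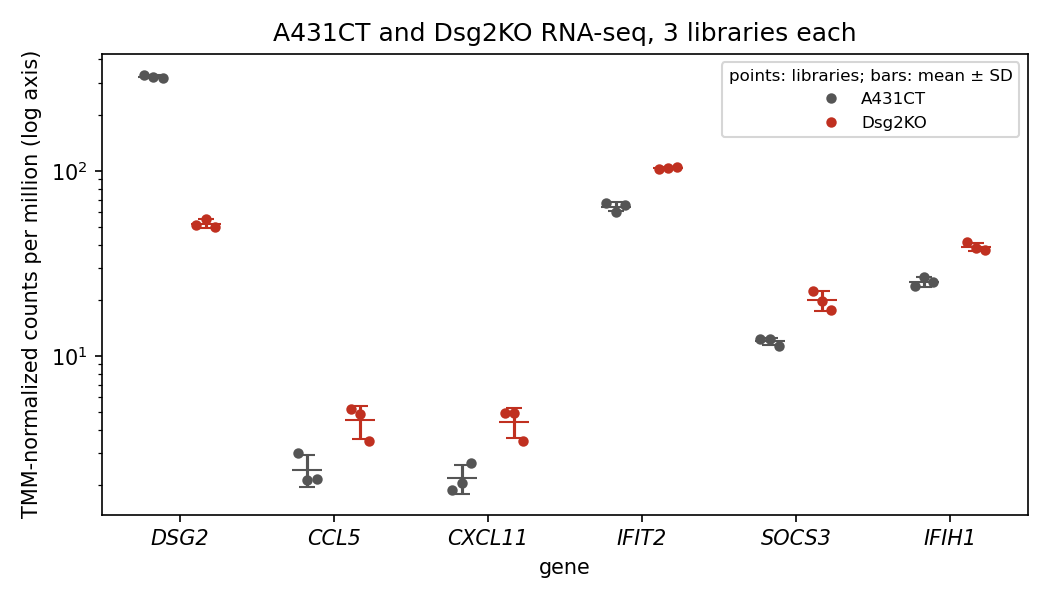
TMM-normalized CPM (vertical log axis) of DSG2, CCL5, CXCL11, IFIT2, SOCS3 and IFIH1 in 3 A431CT and 3 Dsg2KO libraries. Points are libraries, and bars are the mean ± SD. For every gene but DSG2 the Dsg2KO libraries lie above the A431CT libraries.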

Notably, *IFIT2*, *IFIH1*, and *CXCL11* were the three genes commonly upregulated across the three MSigDB Gene Hallmark gene sets (Figure 4D). These results demonstrate coordinated upregulation of classical NF-κB target genes, along with activation of other known inflammatory response transcripts, suggesting that Dsg2 may function to suppress NF-κB signaling and its loss can lead to enhanced inflammatory activation.

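Among the genes printed in Fig. 4C, IFIT2, IFIH1 and CXCL11 were the 3 found in all lists, and all 3 were higher in Dsg2KO cells past both thresholds. Their log2 fold changes with each library left out in turn stayed between 0.65 and 0.72 for IFIT2, 0.58 and 0.67 for IFIH1, and 0.91 and 1.15 for CXCL11. DDX58, SOCS3 and CCL5 were in the TNFα and interferon γ lists only, and all passed. The interferon γ and interferon α lists shared 12 further genes, of which 10 passed. No gene was in the TNFα and interferon α lists only. The TNFα list held 20 genes of its own, the interferon γ list 7 and the interferon α list 1, of which 19, 7 and 1 passed.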

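Lists of NF-κB target genes and of interferon-stimulated genes written before the data were examined moved differently. Of the 39 genes of the NF-κB list, 38 were in the deposited counts and 27 passed the low-count filter. CXCL8, CCL2, CCL20, IL6, TNF, LTB, VCAM1, BCL2A1, MMP9, PTGS2 and CSF2 had too few counts, so the result does not cover them. The 27 tested genes had a median log2 fold change of 0.08, and 15 were higher and 12 lower in Dsg2KO cells. The list did not differ from the other tested genes (adjusted p = 0.59, camera, range 0.22 to 0.98 over the alternatives). The sign of its median was not stable, since the median was -0.0057 without the low-count filter and -0.0026 without Dsg2KO replicate 1. By edgeR's adjusted p-value alone, 7 of its genes were higher and 4 lower, and CCL5, also printed in Fig. 4C, was the 1 gene past both thresholds. The other 6 higher genes were BCL3, IER3, LIF, CSF1, TNFAIP2 and IRF1, with log2 fold changes from 0.46 for BCL3 to 0.14 for IRF1. The lower ones were IL1B, TNIP1, IL1A and NFKBIA, with log2 fold changes from -0.33 for IL1B to -0.21 for NFKBIA. RELA, which encodes p65, had a log2 fold change of -0.03 (standard error 0.05, adjusted p = 0.68, edgeR), and its libraries overlapped between the conditions. In the interferon-stimulated list, 48 genes were tested, with a median log2 fold change of 0.35, and 44 were higher. This list was higher than the other tested genes (adjusted p = 2.17e-15, camera), and 20 of its genes passed both thresholds, all higher. The study's Fig. 4C prints 19 of the list's genes. The 29 that it does not print had a median log2 fold change of 0.23, and 25 were higher (adjusted p = 3.00e-06, limma's camera, Benjamini-Hochberg over 4 parts of the lists). With the correlation estimated from the data, the adjusted p-value of the whole list was 0.0715, in a range of 1.32e-17 to 0.0715 over the alternatives. From the upregulated genes of the hallmark sets, the paper proposes that Dsg2 holds NF-κB signaling down. It further proposes that inflammatory activation rises when Dsg2 is lost. The paper also rests this link on nuclear RelA staining after serum, and on rescue by RelA knockdown or a pharmacological inhibitor. Those experiments were not analysed here, and the RNA level of RELA does not measure RelA protein in the nucleus.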

### Dsg2 knockdown results in activation of NF-κB signaling

Based on the results of these RNAseq experiments, we investigated whether NF-κB signaling is altered in Dsg2-deficient keratinocytes. To determine this, we analyzed the nuclear localization of the p65/RelA subunit via immunofluorescence staining. Dsg2KO A431 cells demonstrated a significant increase in nuclear localization of RelA in response to serum stimulation compared to control cells (Figures 5A,B). Moreover, we show that loss of Dsg2 in HaCaT cells triggers a significant increase in a wide range of NF-κB target genes, including *MX1, MX2, IFIT1, IFIT3, IL6*, and *STAT1*, providing supportive data for the results of our RNAseq experiments (Figure 5C). These results were also validated via analysis of mRNA levels of NF-κB target genes in A431CT vs. Dsg2KO cells (Supplementary Figure S4). These changes in NF-κB mediated gene expression are not observed upon Dsg2 knockdown in MCF7 cells, which mirrors the specificity we observed for ECM and MMP gene expression changes seen earlier (Supplementary Figure S1C). Taken together, these data show that loss of Dsg2 in keratinocytes induces activation of the NF-κB signaling pathway.

**FIGURE 5:**
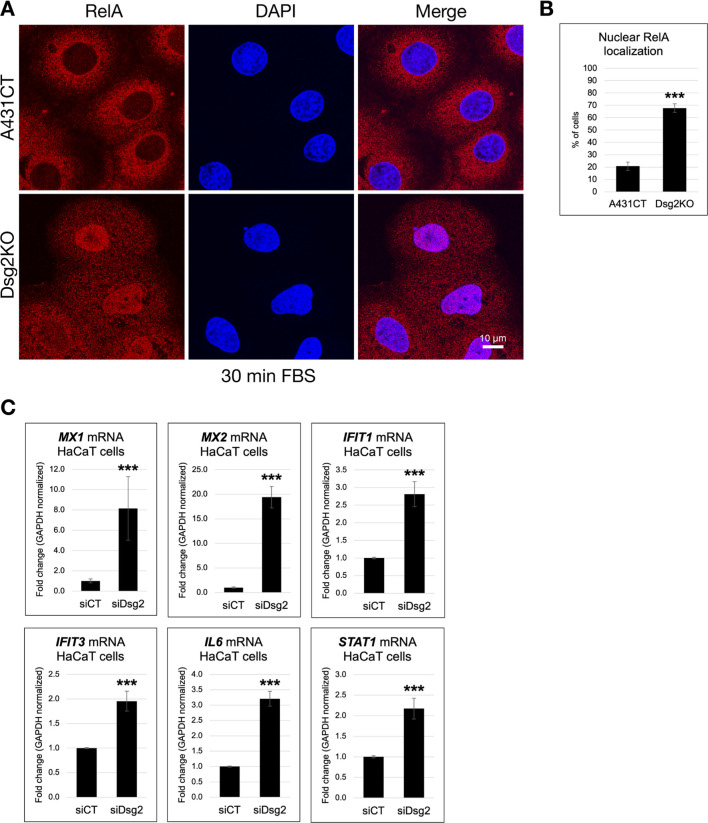
Dsg2 knockdown results in activation of NF-κB signaling. **(A)** A431CT and Dsg2KO cells growing on coverslips were serum-starved overnight, treated with Fetal Bovine Serum (FBS) for 30 min, fixed and processed for immunofluorescence with an anti-RelA antibody and DAPI (to visualize nuclei). Coverslips were imaged with a Leica Microsystems TCS SP8 Spectral Confocal Microscope, and the number of cells with nuclear staining for RelA was scored (scale bar = 10 μm). **(B)** The graph represents the percentage of A431CT and Dsg2KO cells with nuclear localized RelA ( *** = p < 0.001). **(C)** Total RNA was isolated from HaCaT cells transfected with siCT or siDsg2, followed by qPCR to analyze mRNA levels of *MX1, MX2, IFIT1, IFIT3, IL6,* and *STAT1*. Graphs shown represent fold change values of mRNA levels, with error bars indicating s.d. ( *** = p < 0.001).

### Inhibition of NF-κB signaling rescues Dsg2-mediated changes in ECM/MMP gene expression and cell migration

To determine if Dsg2 controls ECM gene expression via its effects on NF-κB activity, we blocked NF-κB signaling via knockdown of p65/RelA. Knockdown of both RelA and Dsg2 in HaCaT cells rescued the elevation of ECM genes (*FN1*, *COL1A1, COL3A1* and *TGM2*) seen in Dsg2 knockdown cells alone (Figure 6A). Dsg2-mediated changes in MMP gene expression were also rescued by inhibition of NF-κB signaling using RelA siRNA (Figure 6B). As expected, knockdown of RelA also rescued the elevation of NF-κB target genes (*MX1, MX1*, *IFIT1, IFIT3, IL6* and *STAT1*) seen with Dsg2 knockdown alone, confirming the efficacy of blocking the NF-κB signaling pathway via this approach (Figure 6C). Lastly, knockdown of both RelA and Dsg2 rescued the elevation of FN protein levels as well, compared to Dsg2 knockdown alone (Figure 6D). Taken together, these data confirm a causative role for NF-κB signaling in Dsg2-mediated changes in ECM and MMP gene expression.

**FIGURE 6:**
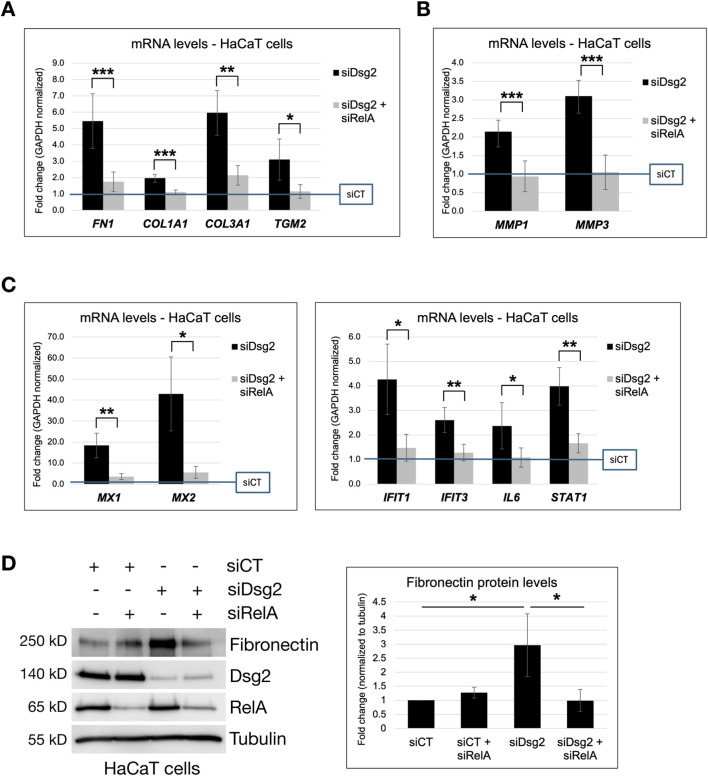
Inhibition of NF-κB signaling rescues Dsg2-mediated changes in ECM and MMP gene expression. **(A–C)** HaCaT cells were transfected with control siRNA (siCT), siRNA specific for Desmoglein-2 (siDsg2) or siRNA specific for RelA/NF-κB (siRelA) as shown. 72 h post transfection, total RNA was isolated from cell samples, followed by qPCR to analyze mRNA levels of *FN1, COL1A1, COL3A1, TGM2, MMP1, MMP3, MX1, MX2, IFIT1, IFIT3, IL6 and STAT1*. Graphs shown represent fold change values of mRNA levels compared to control siCT HaCaT cells (blue reference line), with error bars indicating s.d. ( * = p < 0.05, ** = p < 0.01, *** = p < 0.001). **(D)** HaCaT cells were transfected with control siRNA (siCT), siRNA specific for Desmoglein-2 (siDsg2) or siRNA specific for RelA/NF-κB (siRelA) as shown. 72 h post transfection, samples were processed for SDS-PAGE and blotted for the following proteins: Fibronectin, Dsg2, RelA/NF-kB and Tubulin. The graph shown represents averaged fold change values of Fibronectin protein levels (normalized to tubulin) measured across three independent experiments via densitometry analysis, with error bars indicating s.d ( * = p < 0.05).

We therefore next sought to determine if the ability of Dsg2 to regulate cell migration is due to its effects on NF-κB signaling. Both knockdown of RelA and inhibition of NF-κB effects via the pharmacological inhibitor BMS345541 were able to rescue the enhanced migratory ability of Dsg2-deficient keratinocytes (Figures 7A–D). Taken together, these studies have identified an important link between Dsg2 and NF-κB signaling in the regulation of extracellular matrix composition, remodeling and cell migration.

**FIGURE 7:**
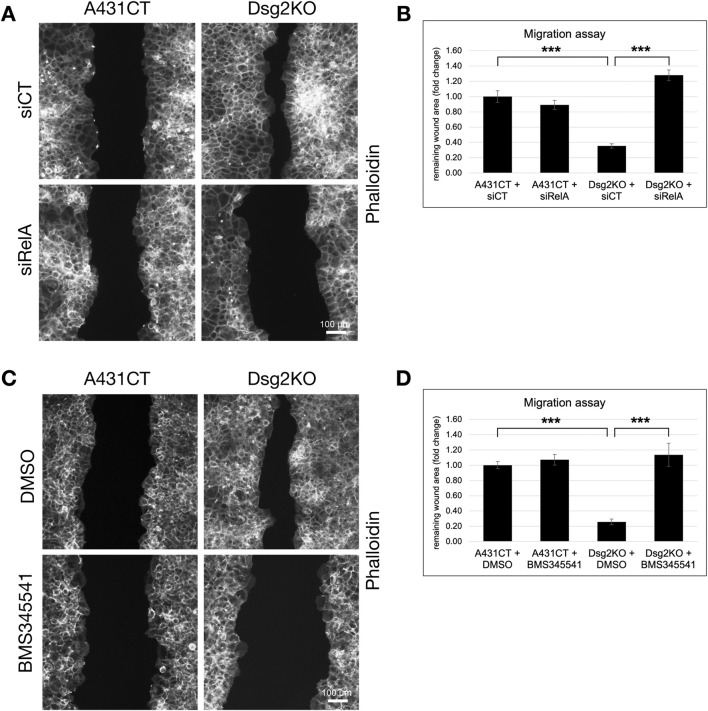
Inhibition of NF-κB signaling rescues Dsg2-mediated changes in cell migration. **(A,B)** A431CT and Dsg2KO cells were transfected with either siCT or siRelA and grown to confluency within culture inserts (Ibidi). 12–16 h after lifting the insert, cells were fixed and stained with AlexaFlour568-Phalloidin (scale bar = 100 μm). **(C,D)** A431CT and Dsg2KO cells were grown to confluency within culture inserts (Ibidi). Following lifting of the culture insert, cells were treated with either DMSO (vehicle control) or BMS345541 (1 µM). 12–16 h later, cells were fixed and with AlexaFlour568-Phalloidin. For all migration assays shown, remaining wound area was captured with an EVOS M7000 inverted microscope and wound area quantified in FIJI (scale bar = 100 μm). Graphs shown represent fold change values of average remaining wound area (fold change), with error bars representing s.e.m. ( *** = p < 0.001). Note that a decrease in remaining wound area is indicative of an increase in rate of cell migration.

## Discussion

In connection with their primary adhesive role, desmosomal cadherins are well known for their regulation of epidermal morphogenesis and differentiation (Broussard et al., 2015; Green et al., 2022). Dsg2 null embryos die at implantation, likely due to defects in proliferation of Dsg2-deficient embryonic stem cells (Eshkind et al., 2002). Changes in expression of desmosomal cadherins (from Dsg2 in undifferentiated basal keratinocytes to Dsg1 in suprabasal differentiated keratinocytes) is critically important for coordinating the process of keratinocyte differentiation and maintaining the structure and function of the epidermis (Kowalczyk and Green, 2013).

Considering this critical role for desmosomes in mediating tissue integrity, it is not surprising that mutations in desmosomal cadherins (and other desmosome components) have been linked to a variety of different epidermal disorders (related to skin fragility/blistering, loss of hair, etc.) and also arrhythmogenic cardiomyopathy, which is characterized by loss of cell-cell adhesion and gap junction defects in cardiomyocytes (Delmar and McKenna, 2010; El-Amraoui and Petit, 2010; Amagai and Stanley, 2012; Nitoiu et al., 2014). Besides their central role in maintenance of cell-cell adhesion, desmosomal cadherins have frequently been studied for their ability to coordinate other cellular behaviors (such as proliferation, differentiation, apoptosis, cell shape and migration) via their ability to act as signal transduction hubs (Müller et al., 2021).

Our study identifies a previously unrecognized connection between the desmosomal cadherin Dsg2 and NF-κB signaling that controls ECM gene expression and remodeling in keratinocytes. This discovery reveals a novel mechanism by which cell-cell adhesion proteins coordinate ECM homeostasis through inflammatory signaling pathways, with potential implications for wound healing and skin disease. By demonstrating how Dsg2 regulates ECM and MMP expression via NF-κB activation, our work continues to expand the characterized roles of desmosomal cadherins beyond traditionally described cell-cell adhesion functions.

Following early inflammatory processes in the initial stages of wounding, alterations in MMP activation and FN expression have been described as important aspects of the wound healing process (Potekaev et al., 2021). Prior work showed that a highly invasive A431-III line had significantly high FN and TGM2 levels (with TGM2 acting as a co-receptor with integrins for binding to FN), and that knockdown of either FN or TGM2 reduced migration and invasion of these cells (Chen et al., 2010). There is evidence for the ability of desmosomal proteins to control ECM gene expression, but the effects of specific desmosomal proteins are varied. Plakoglobin promotes FN gene expression in keratinocytes, whereas Plakophilin-2 and Desmoplakin inhibit expression of FN and Collagen in cardiac myocytes (Todorović et al., 2010; Dubash et al., 2016). Mutations in Dsg2 have also been linked to fibrotic deposition in other contexts such as mouse models of arrhythmogenic cardiomyopathy (Krusche et al., 2010). Our work showing that Dsg2 controls both ECM production and MMP expression suggests that this desmosomal cadherin can act as an important coordinator of wound healing processes in keratinocytes.

A striking aspect of our findings is that while loss of Dsg2 triggers enhanced ECM and MMP expression, loss of Dsc2 is unable to do so. This specificity likely stems from the structural differences between these desmosomal cadherins. Dsg2 makes calcium-dependent homophilic interactions in the extracellular space, as well as heterophilic interactions with Dsc2 and classical cadherins such as E-cadherin and N-cadherin (Fuchs et al., 2022). Dsg2 and Dsc2 are expressed in all tissues which have desmosomes, namely simple epithelia, complex epithelia (basal layer) and the myocardium (Schäfer et al., 1996; Garrod et al., 2002; Dusek et al., 2007). Dsg and Dsc are 30% homologous, with the largest differences residing in their cytoplasmic tails. In contrast to Dsc, the intracellular tails of Dsg contain a desmoglein unique region (DUR) containing a proline-rich linker (PL), repeating unit domains (RUD1-6) and a terminal domain (TD). While studies have explored protein binding partners of the desmoglein-specific domains of the DUR, their cellular functions are still not well defined (Chen et al., 2002; 2012; Bonné et al., 2003). Exploring the structural and mechanistic differences between Dsg2 and Dsc2 signaling in controlling NF-κB signaling and ECM/MMP gene expression poses an interesting avenue of exploration for future studies. Additionally, the cell-type specificity we observed with robust effects in keratinocytes but not in MCF7 epithelial cells suggests that this Dsg2-NF-κB pathway may be adapted for the physiological demands of epithelia where mechanical stress, barrier function, and wound repair are critical responses.

Regulation of the production and secretion of ECM proteins is particularly important for the control of cell migration, whether during regulated processes of wound healing in the epidermis or during dysregulated migration in cancer (Urbanczyk et al., 2019; Selig et al., 2020; Walma and Yamada, 2020). While the mechanics of cell migration is fairly well understood, the myriad signaling nodes used by cells to communicate with their neighbors and the extracellular environment during this process is still an evolving field (Raja et al., 2007; Pascalis and Etienne-Manneville, 2017). Different desmosomal proteins have been ascribed both pro- and anti-migratory functions, suggesting that their effects are not simply a consequence of loss of cell-cell adhesion, but instead contribute complex cell type-specific signaling roles to the processes of cell migration (Raja et al., 2007; Bass-Zubek et al., 2009; Huber and Petersen, 2015). Several members of the desmosome complex (including Dsg2) have been shown to control the dynamics of the actin cytoskeleton and focal adhesions which are necessary for spreading and migration (Godsel et al., 2010; Todorović et al., 2010; Koetsier et al., 2014; Pascalis and Etienne-Manneville, 2017; Nekrasova et al., 2018).

The role of Dsg2 in cell migration is particularly complex and seemingly cell-context dependent, as prior studies have ascribed both pro-migratory and anti-migratory functions to this desmosomal cadherin (Min et al., 2023). Overexpression of Dsg2 has been shown to enhance proliferation and migration via activation of EGFR and cSrc (Overmiller et al., 2016). In contrast, several other studies have shown that loss of Dsg2 enhances invasion and migration via either EGFR, Erk, Src signaling or other mechanisms (Peitsch et al., 2014; Hütz et al., 2017; Lee et al., 2020). Dsg2 knockdown has also been shown to induce epithelial to mesenchymal transition in gall bladder cancer cells (Wang et al., 2022), and pro-EMT transcription factors (Snail) have been shown to increase Dsg2 degradation (Kume et al., 2013). Adding to the complex picture of the role of desmosomal cadherins in coordinating cell migration, Dsg3 has also been shown to have either pro- or anti-migratory effects. This inconsistency of findings indicates that individual desmosomal proteins have unique context-dependent signaling roles, providing a strong rationale for continued investigation into the mechanisms via which desmosomal proteins affect cell migration. The enhanced migration we observed in Dsg2-deficient cells, which was rescued by both NF-κB and MMP inhibition, further supports the functional relevance of this signaling pathway for keratinocyte behavior during wound healing.

The connection we show here between Dsg2 and inflammatory signaling can have important implications for understanding skin pathophysiology. Inflammatory skin conditions such as psoriasis are characterized by elevated NF-κB signaling, increased fibronectin expression, and barrier dysfunction. (Goldminz et al., 2013; Kobielak and Boddupally, 2014; Gubán et al., 2016). Prior work has shown that normal NF-κB signaling is important for immune homeostasis, as any perturbation of NF-κB signaling (whether overexpression or inhibition) in the skin results in acute inflammation (Pasparakis, 2009; 2012). Our findings suggest that dysregulation of Dsg2 expression or function could contribute to these pathological changes by inappropriately activating inflammatory and matrix remodeling pathways. Interestingly, inflammatory signaling can also lead to proteolytic cleavage of Dsg2 and compromised barrier integrity (Kamekura et al., 2015), suggesting a potentially pathological positive feedback loop between desmosome disruption and inflammation. Understanding how to interrupt this cycle could provide new therapeutic opportunities for inflammatory skin diseases.

The Dsg2-NF-κB signaling axis described here represents an important complement to our previous findings showing that Dsg2 controls cell-matrix interactions through Rap1-dependent focal adhesion signaling proteins (Shelton et al., 2021). Together, these studies reveal a sophisticated regulatory network where Dsg2 coordinates both inside-out signaling (affecting focal adhesion dynamics) and outside-in mechanisms (controlling ECM production and remodeling). This dual control mediated by Dsg2 allows keratinocytes to simultaneously modulate their adhesive interactions with the existing matrix while actively remodeling their extracellular environment. The integration of cell-cell and cell-matrix signaling through Dsg2 highlights the central role of desmosomes as signaling hubs that coordinate multiple aspects of cellular behavior beyond simple cell-cell adhesion.

In conclusion, our work has highlighted a previously uncharacterized signaling connection between Dsg2 and NF-κB which deepens our understanding of the crosstalk between cell-cell junctions and cell-matrix attachment in keratinocytes. Ultimately, our findings help redefine desmosomes from passive adhesive structures to dynamic inflammatory signaling platforms important for regulation of ECM expression, keratinocyte migration, processes of wound healing and inflammatory skin conditions.

## Data Availability

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found in the article/Supplementary Material.

# Supplementary material for: The desmosomal cadherin Desmoglein-2 controls extracellular matrix expression and remodeling via NF-κB signaling in keratinocytes
**Source:** Front Cell Dev Biol. 2025 Oct 30;13:1691260. doi: 10.3389/fcell.2025.1691260

## SUPPLEMENTARY INFORMATION

### **Supplementary Table S1:**

The source of all primary and secondary antibodies used in this study are listed here, as well as dilutions used for western blots (WB) or immunofluorescence (IF). The protocols used for immunofluorescence and western blotting with these antibodies are detailed in the methods section.

| Antibody                                                     | Source/Vendor               | Catalog Number | Dilution              |
|--------------------------------------------------------------|-----------------------------|----------------|-----------------------|
| anti-Desmoplakin 1+2 (DP2.15)                                | Abcam                       | AB16434        | WB 1:1000             |
| Anti-Collagen III                                            | Abcam                       | AB7778         | IF 1:200              |
| anti-p120 catenin                                            | BD Biosciences              | 610134         | WB 1:2000             |
| anti-Plakoglobin                                             | BD Biosciences              | 610253         | WB 1:2000             |
| anti- $\beta$ catenin (D10A8)                                | Cell Signaling Technologies | 8480           | WB 1:2000             |
| anti-E-cadherin (24E10)                                      | Cell Signaling Technologies | 3195           | WB 1:2000             |
| anti-NF- $\kappa$ B p65/RelA (D14E12)                        | Cell Signaling Technologies | 8242           | WB 1:1000<br>IF 1:200 |
| anti-Fibronectin                                             | Millipore Sigma             | F3648          | WB 1:2000<br>IF 1:400 |
| anti-Plakophilin-2                                           | Progen                      | 651101         | WB 1:500              |
| anti-Tubulin                                                 | Santa Cruz Biotechnology    | Sc-58884       | WB 1:2000             |
| anti-Desmoglein 2 (6D8)                                      | ThermoFisher                | 326100         | WB 1:1000             |
| anti-Desmocollin 2/3 (7G6)                                   | ThermoFisher                | 326200         | WB 1:500              |
| Anti-Desmoglein 3 (5G11)                                     | ThermoFisher                | 326300         | WB 1:500              |
| Peroxidase-conjugated AffiniPure Goat anti-mouse IgG         | Jackson ImmunoResearch      | 115-035-146    | WB 1:10,000           |
| Peroxidase-conjugated AffiniPure Goat anti-rabbit IgG        | Jackson ImmunoResearch      | 111-035-144    | WB 1:10,000           |
| AlexaFluor 488-conjugated AffiniPure Donkey anti-rabbit IgG  | Jackson ImmunoResearch      | 711-545-152    | IF 1:400              |
| Rhodamine Red X-conjugated AffiniPure Donkey anti-rabbit IgG | Jackson ImmunoResearch      | 711-295-152    | IF 1:400              |

**Supplementary Table S2:**

For quantitative real-time PCR (qPCR), the following gene-specific forward and reverse primers were used (purchased from Integrated DNA Technologies). The protocol used for qPCR is included in the methods section.

| Gene          | Forward Primer            | Reverse Primer          |
|---------------|---------------------------|-------------------------|
| <i>FN1</i>    | GTGGCAGAAGGAATATCTCGG     | GAGAATACTGGTTGTAGGACTGG |
| <i>COL1A1</i> | CCCCTGGAAAGAATGGAGATG     | TCCAAACCACTGAAACCTCTG   |
| <i>COL3A1</i> | CTACTTCTCGCTCTGCTTCATC    | CACAGACACATATTTGGCATGG  |
| <i>TGM2</i>   | TCAGCTACAATGGGATCTTGG     | AAGGCAGTCACGGTATTTCTC   |
| <i>MMP1</i>   | TTTGGCTTCCCTAGAACTGTG     | GCTATCATTTTGGGATAACCTGG |
| <i>MMP3</i>   | AAGCTCTGAAAGTCTGGGAAG     | CAGGTCCATCAAAGGGTAAAAG  |
| <i>MX1</i>    | CAGCACCTGATGGCCTATCA      | ACGTCTGGAGCATGAAGAACTG  |
| <i>MX2</i>    | AAACTGTTTCAGAGCACGATTGAAG | ACCATCTGCTCCATTCTGAACTG |
| <i>IFIT1</i>  | GCAGCCAAGTTTTACCGAAG      | GCCCTATCTGGTGATGCAGT    |
| <i>IFIT3</i>  | AGTCTAGTCACTTGGGGAAAC     | ATAAATCTGAGCATCTGAGAGTC |
| <i>IL6</i>    | CCACTCACCTCTTCAGAACG      | CATCTTTGGAAGGTTTCAGGTTG |
| <i>STAT1</i>  | TGAACTTACCCAGAATGCCC      | CAGACTCTCCGCAACTATAGTG  |
| <i>GAPDH</i>  | ACATCGCTCAGACACCATG       | TGTAGTTGAGGTCAATGAAGGG  |

**Supplementary Figure Legends:****Supplementary Figure S1: Knockdown of Dsg2 in other epithelial cell types (MCF7) does not induce elevation of ECM/MMP expression or NF- $\kappa$ B signaling.**

(A) Total RNA was isolated from MCF7 cells transfected with siCT or siDsg2, followed by qPCR to analyze mRNA levels of *FN1*, *COL3A1* and *MMP1*. (B) siCT and siDsg2 MCF7 cells were processed for SDS-PAGE and blotted for the following proteins: Fibronectin, Dsg2 and Tubulin (loading control). (C) Total RNA was isolated from MCF7 cells transfected with siCT or siDsg2, followed by qPCR to analyze mRNA levels of *MX1* and *IFIT1*. All graphs shown represent fold change values of mRNA levels, with error bars indicating s.d. (N.S. = not significant).

**Supplementary Figure S2: Analysis of wound healing in A431CT and Dsg2KO cells.**

Control A431 cells (A431CT) and Dsg2 knockout cells (Dsg2KO) were grown to confluency within culture inserts (Ibidi). Lifting of the culture insert results in the creation of a uniform wound area in all samples (0 hr), followed by analysis of remaining wound area at 12 hr. Example images of 0 vs. 12 hr samples (which have been fixed and stained with AlexaFluor 568-tagged Phalloidin) are shown here to demonstrate the uniformity of the wound area at 0 hr.

**Supplementary Figure S3: TGF- $\beta$ , Rap1 or RhoA/SRF signaling does not control ECM gene expression via Dsg2.**

Desmoglein-2 knockout (Dsg2KO) cells growing in culture were treated with either DMSO (vehicle control) or the following inhibitors: **(A)** SB431542 (5  $\mu$ M) or GGTI-298 (10  $\mu$ M); **(B)** Y27632 (1  $\mu$ M) or CCG1423 (1  $\mu$ M). 24 hours post-treatment, total RNA was isolated from DMSO or inhibitor-treated Dsg2KO cells, followed by qPCR to analyze mRNA levels of *FN1*. The graph shown represents fold change values of mRNA levels normalized to the DMSO vehicle control (blue reference line), with the error bars indicating s.d. (N.S. = not significant, \* =  $p < 0.05$ ).

**Supplementary Figure S4: Loss of Dsg2 in A431 cells results in enhanced expression of NF- $\kappa$ B target genes.**

Total RNA was isolated from A431CT and Dsg2KO cells, followed by qPCR to analyze mRNA levels of *MX1*, *MX2*, *IFIT1*, *IFIT3*, *IL6*, and *STAT1*. Graphs shown represent fold change values of mRNA levels, with error bars indicating s.d. (\*\*\*) =  $p < 0.001$ ).

**Supplementary Figures S5-6: Unprocessed blot images.**

Unprocessed images for western blot data in all figures are shown here. To blot for several proteins of different molecular weights, membranes were frequently cut into different segments using the molecular weight ladder as a guide, and individual segments probed with different antibodies. For example, this approach allowed us to confirm equal loading of all gels by probing for a reference protein (Tubulin) on all membranes.

Supplementary Figure S1, Hunter SE *et. al.*

**A**

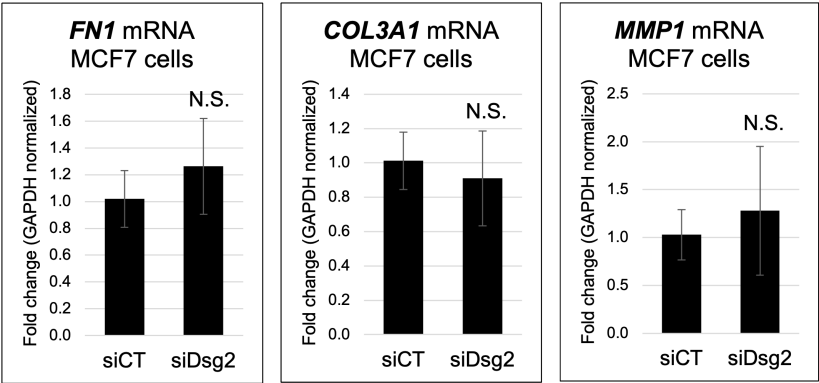

**B**

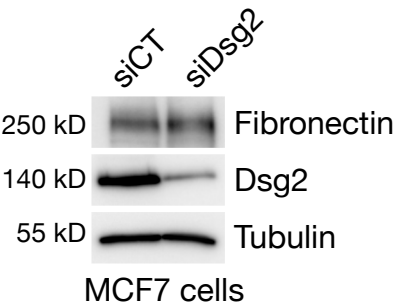

**C**

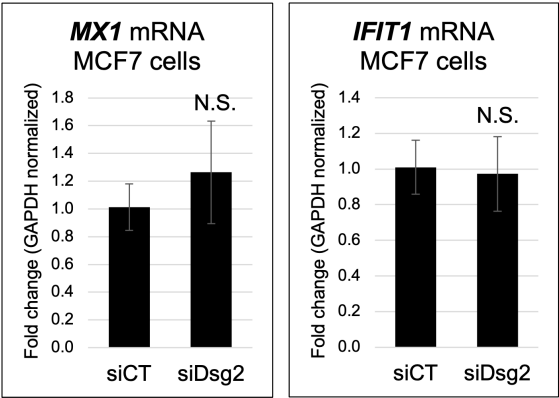

Supplementary Figure S2, Hunter SE *et. al.*

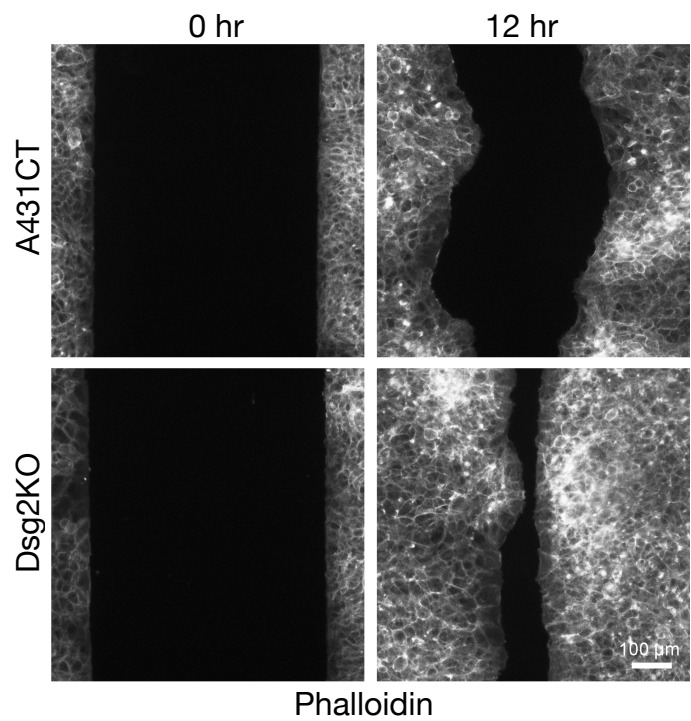

Supplementary Figure S3, Hunter SE *et. al.*

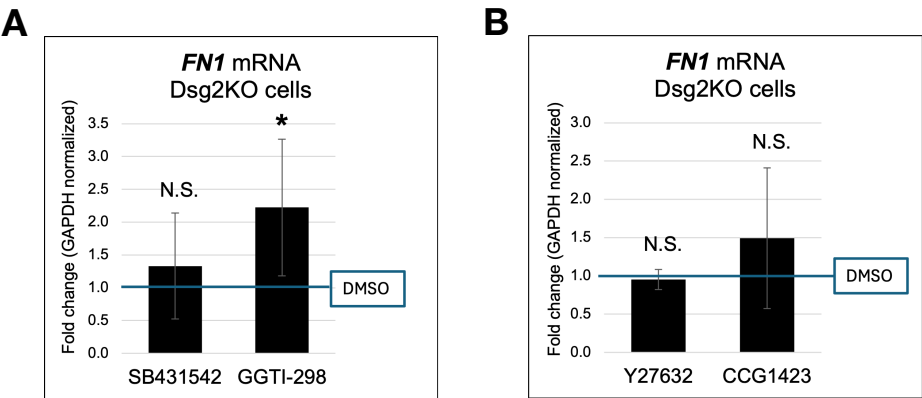

Supplementary Figure S4, Hunter SE *et. al.*

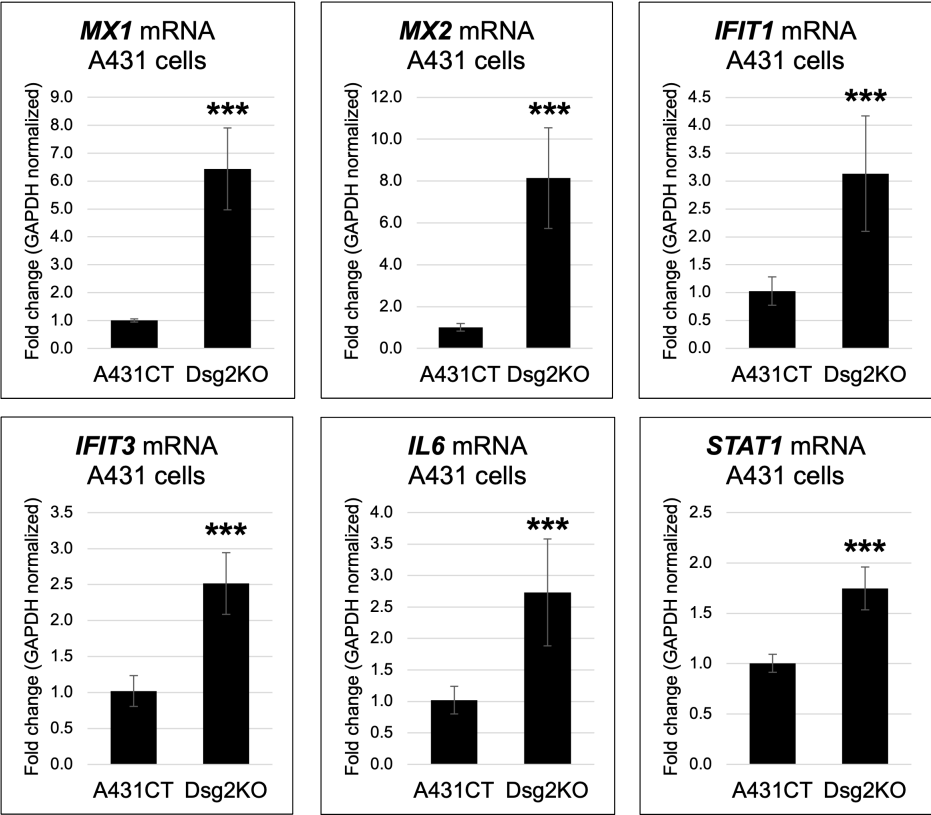

## Supplementary Figure S5, Hunter SE *et. al.*

Unprocessed blot images

Figure 1B: HaCaT cells

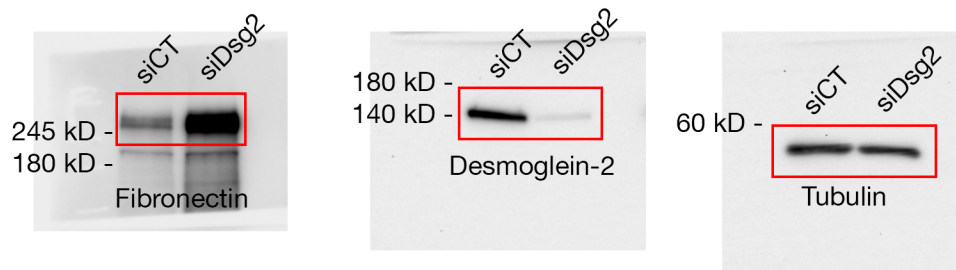

Figure 1D: A431 cells

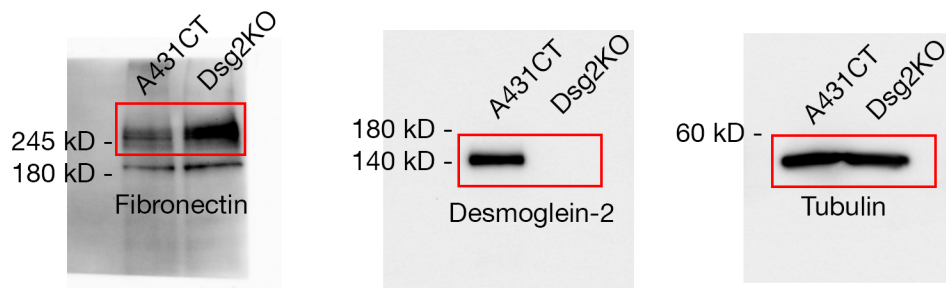

Figure 1E: HaCaT cells

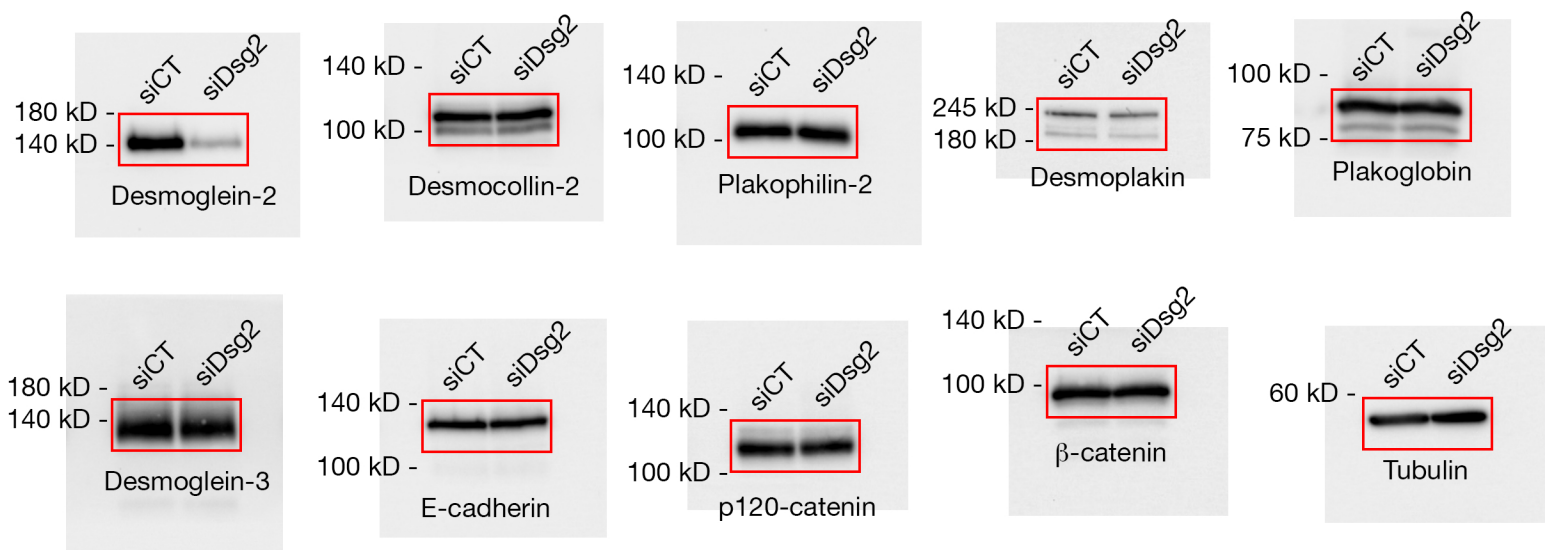

Figure 1F: HaCaT cells

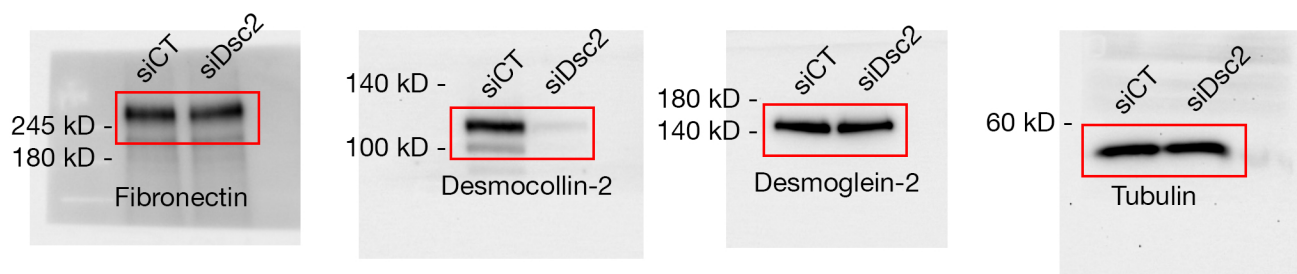

## Supplementary Figure S6, Hunter SE *et. al.*

Unprocessed blot images

Figure 2B: SCC9 cells

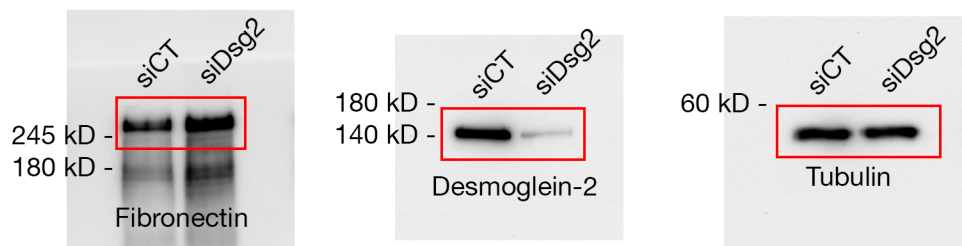

Figure 6D: HaCaT cells

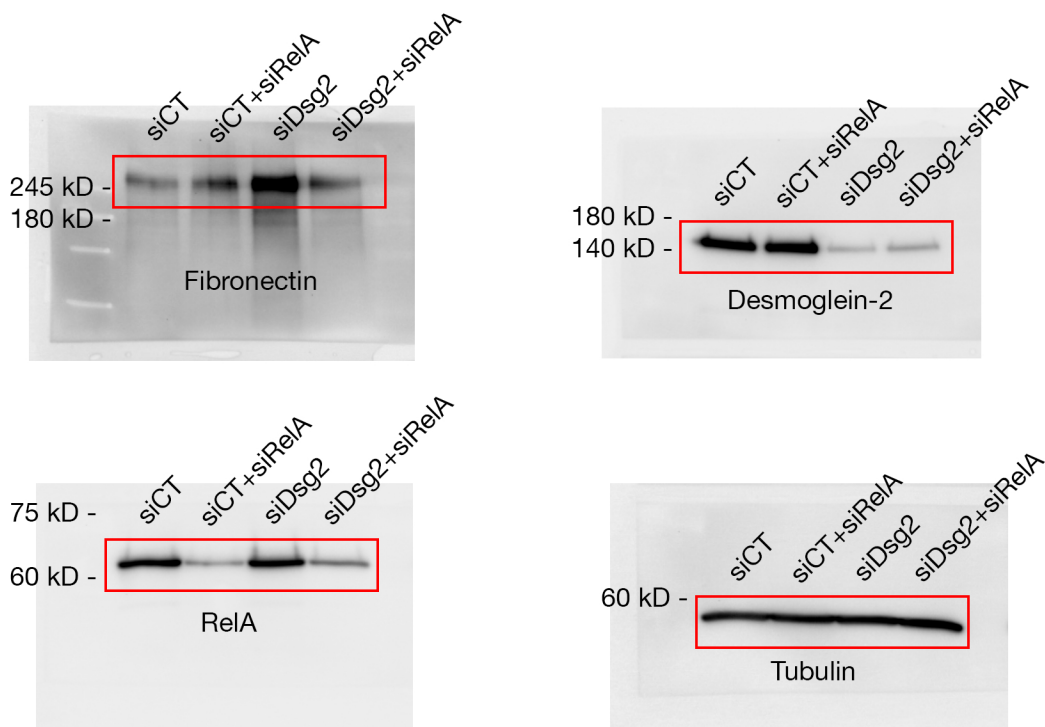

Supplementary Figure S1B: MCF7 cells

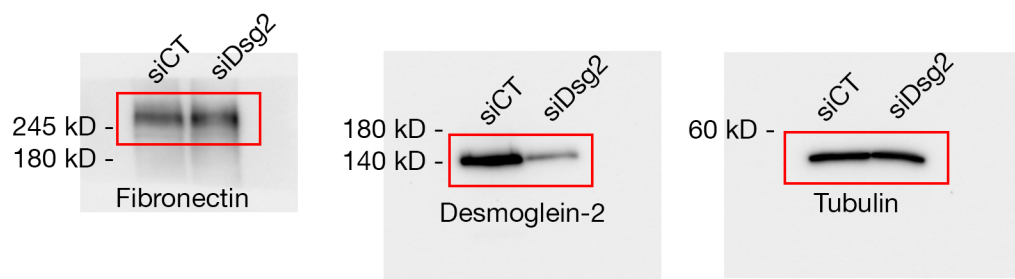

**Supplement:** Supplementary file 1

How the deposited data were processed for this re-analysis (not part of the article)

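RNA-seq read counts from A431CT and Dsg2KO cells, 3 replicates each, were analysed. The authors trimmed and aligned the reads to GRCh38 and counted them per gene with CLC Genomics Workbench, and the deposited table holds these counts as whole numbers without normalization. The paper also reports TPM values, which were not used here. All 6 columns of the table were mapped to a condition and a replicate.

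The main analysis used R 4.3.3 and edgeR 4.0.16 with TMM factors, filterByExpr (minimum count of 10 and minimum total count of 15), quasi-likelihood fits without covariates, and Benjamini-Hochberg adjustment. The thresholds were an adjusted p-value of 0.05 and an absolute log2 fold change of 0.5. CPM values come from edgeR's cpm function with TMM factors, and a prior count of 2 was used for log2 values. Library totals lay between 12845719 and 16255692 counts. Groups of libraries that were all at or under 3 counts were treated as at a floor, and folds against them are given as bounds. Pairs of replicates differed by more than counting error, with chi-square values between 2.66 and 4.20 per degree of freedom. Replicate numbers were checked for pairing across conditions, and the correlations of the residuals were between -0.003 and 0.05, so no pairs were used.

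The fit was tested on simulated data, in which it recovered 166 of 198 changed genes (83.8%) and called 7 of the unchanged genes among 12840 tested. The genes named in the text were fixed by a rule before the data were examined. They are DSG2, the genes the paper names for the RNA-seq or measured by qPCR in A431 cells, RELA, the junction genes the paper blots, and the genes printed in Fig. 4C. To these the rule adds the 5 genes with the smallest p-value in each direction and the 3 genes with the largest change in each direction among those whose conditions do not overlap. Members of gene lists are named only where their list is reported. ART3, LIPA, TACC3, IFNAR1, IL10RB, IFNAR2, GAPDH, DSG1, DSG4 and the genes at the floor in one condition were named after their values were seen.

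Lists of NF-κB, interferon-stimulated, TGF-β, MRTF/SRF, ERK output, keratinocyte differentiation and cell cycle genes were written from general knowledge before the data were examined. They were tested with camera from limma 3.58.1 on the log2 CPM with an inter-gene correlation of 0.01, and p-values were adjusted over the 7 lists. The alternatives were no low-count filter (at least 1 count in any library), at least 10 counts in every library, edgeR's RLE size factors, total counts only, DESeq2 1.42.0, edgeR's likelihood ratio test, and each replicate left out in turn. The others were a replicate block, no fold change minimum, a minimum of 1, camera with an estimated correlation, and fry. Every other split of the 6 libraries into 3 and 3 was also fitted.

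Genes were placed on chromosomes with GENCODE version 44, which matched 19724 of the 21462 symbols, and 12384 of the tested genes were placed. Runs of neighbouring genes that shifted together were found by splitting each chromosome where the mean log2 fold change, limited to 1 in size, changed by more than the largest split in all but a share of 0.05 of 1000 random gene orders. A segment needed at least 20 genes, and it was treated as shifted with an absolute median log2 fold change of at least 0.15. On simulated shifts this found 99.7% of the shifted genes. This step and the removal of segment medians were chosen after the data were examined. Python 3.11.15, numpy 2.4.6 and matplotlib 3.10.9 were used for segments and figures.

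The test built into CLC Genomics Workbench and the MSigDB hallmark sets were not available, so the paper's enrichment values were not recomputed. Measurements by qPCR, ELISA, blotting, imaging and migration were not analysed here, except that the RNA-seq values of the genes measured by qPCR in A431 cells were put on the scale of GAPDH for comparison.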

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

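The tests of gene order, of the share of genes higher on chromosome 21, and of reads exchanged between TMEM129 and TACC3 were chosen or reworded only after the results had been seen.

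Genes outside those the paper discusses shifted together along stretches of chromosomes in Dsg2KO cells relative to A431CT cells. The 109 tested genes of chromosome 21 between 14.4 and 46.7 Mb had a median log2 fold change of 0.39 (bootstrap standard error 0.02), and 28 of them passed both thresholds as higher. The 67 genes of chromosome 16 from position 81100875 to 90044975 had a median of 0.25. Another 6 segments were lower. Their medians were -0.31 on chromosome 1 (0.9 to 86.5 Mb, 592 genes), -0.21 on chromosome 6 (73.5 to 170.6 Mb), and -0.20 and -0.59 on chromosome 12 (61.7 to 123.8 Mb and 123.9 to 133.2 Mb). They were -0.25 on chromosome 13 (19.6 to 52.7 Mb) and -0.18 on chromosome 20 (25.5 to 64.3 Mb). These 8 of 33 segments hold 1676 (13.5%) of the placed genes.

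Several technical explanations for the segments were tested. In 1000 random gene orders the largest median over 25 neighbouring genes was 0.31 in size, against 0.62 observed. A trend with GC content and gene length left the chromosome 21 median at 0.39 once removed, and thinning the Dsg2KO counts to the A431CT depth left it at 0.39. A few strongly changed genes would not raise most of the segment, and 88.1% of its genes were higher. The lowest Dsg2KO library lay 0.38 above the highest A431CT library in its median for the segment, which argues against 1 deviant library. A candidate explanation is a difference in gene copy number between the lines. It predicts the same shift for weakly and strongly expressed genes, and both groups were shifted on 8 of 8 segments. The segments were chosen for a shift in these same fold changes, so this outcome was likely in advance. Any other regional cause could give it too, so it is no evidence for copy number. On chromosome 21 the median of the strongly expressed genes was higher by 0.05. The largest difference was on chromosome 16, in the opposite direction. There the weakly expressed genes had a median of 0.33 and the strongly expressed 0.25 (standard errors 0.06 and 0.02). A change from 3 to 4 copies would give a log2 fold change of 0.42, near the chromosome 21 median, and a change from 3 to 2 copies -0.58, near the median of the distal segment of chromosome 12. The medians of the other 6 segments match neither value. DNA was not measured, so copy number remains a hypothesis. All 3 Dsg2KO libraries come from the edited line, so an effect of Dsg2 loss on these regions and a difference acquired when the line was made were not separated.

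At or under 3 counts in every A431CT library and with at least 20 in every Dsg2KO library there was 1 gene, TMEM129, which the paper does not discuss. Its counts were 0, 0 and 0 in A431CT cells and 182, 137 and 115 in Dsg2KO cells. The opposite pattern was shown by 6 genes, DUSP2, SGCB, GLB1L2, ZNF726, ZNF350 and RNF128. In the other 9 splits of the libraries the number of such genes was 0. Of these 7 genes, 0% lay on shifted segments, so their location does not account for them. TMEM129 overlaps TACC3 on the opposite strand, and reads may have been assigned to one gene or the other. TMEM129 gained 9.23 CPM, and TACC3 fell by 9.66, from 159 ± 4.73 (SD, n = 3) to 149 ± 8.55 (SD, n = 3). The fall is close to the spread between replicates, and the strand setting of the counting is not named, so an exchange of reads cannot be told apart from a change in expression. No other biological explanation was tested.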

How the results depend on the processing

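Removal of segment medians was added as an alternative after the data were examined, and the other alternatives were set before. The alternatives set before that kept the fold change minimum of 0.5 and all 6 libraries gave from 659 to 916 genes past both thresholds. The fewest passed with DESeq2 and the most without the low-count filter. DESeq2 gave no adjusted p-value for 499 genes. A replicate block gave 769 genes, 747 of them shared with the 775, although the replicate numbers do not pair. With 1 library left out, the total was from 686 to 795 genes, from 336 to 405 higher and from 341 to 390 lower. Without a fold change minimum 3802 genes passed, 1835 higher and 1967 lower, and with a minimum of 1, 250 genes, 137 higher and 113 lower. These follow from the minimum itself. In the Fig. 4C lists a minimum of 1 left 9 TNFα, 8 interferon γ and 6 interferon α genes. With 1 library left out these lists gave from 22 to 26, from 21 to 23 and from 13 to 15 genes.

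Of the lists, the interferon-stimulated median stayed between 0.35 and 0.37 over the alternatives set before that kept all libraries, and from 0.36 to 0.38 with 1 library left out. With segment medians removed it was 0.48. With the correlation estimated by camera its adjusted p-value was 0.0715 at a median of 0.35, and that of the TGF-β list was 0.158 at a median of 0.24. The range over the alternatives was 1.32e-17 to 0.0715 for the former and 7.34e-04 to 0.158 for the latter. For the ERK list, with a median of 0.40, fry gave an adjusted p-value of 8.48e-05, in a range of 8.48e-05 to 0.477 over the alternatives set before. Its median was 0.025 without the low-count filter (adjusted p = 0.477, camera). The causes were not tested.

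The medians that changed sign were those of lists with no change past the threshold. The NF-κB median was -0.0057 without the low-count filter and from -0.0026 (without Dsg2KO replicate 1) to 0.11 with 1 library left out. The MRTF/SRF median was 0.0077 with total counts only, a scaling that moved the median of all genes from -0.0048 to 0.018 and so accounts for this sign. It was from -0.020 to 0.0078 (without A431CT replicate 2) with 1 library left out. The keratinocyte differentiation median was from -0.067 to 0.048 and changed sign without A431CT replicate 1 (0.024) or Dsg2KO replicate 3 (0.048). The cell cycle median was from -0.0079 (without A431CT replicate 2) to 0.020. Among named genes, COL1A1 was from -0.18 to 0.32, CTNND1 from -0.011 to 0.029 and JUP from -0.0090 to 0.064 with 1 library left out, and the cause was not tested. COL1A1 was negative without A431CT replicate 3 (-0.13), Dsg2KO replicate 1 (-0.18) or Dsg2KO replicate 2 (-0.006), CTNND1 without A431CT replicate 3 (-0.011) and JUP without Dsg2KO replicate 2 (-0.0090). Of 74 named genes tested, 16 changed their call or direction under at least 1 alternative set before: 9 weaker, 4 stronger and 3 reversed.

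With segment medians removed, 618 genes passed, 559 of them shared with the 775. Of the 216 lost, 152 lay on shifted segments. The Fig. 4C lists then gave 19, 23 and 14 genes. The TNFα list lost TNFRSF9, DNAJB4, BCL6, BTG2, RCAN1, IFNGR2 and SIK1 and gained PLAUR. The MRTF/SRF median was 0.064, and the ERK list, at a median of 0.39, had an adjusted p-value of 0.0020.

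The depth limits low-count genes. COL3A1, MMP1, MMP3 and IL6 did not pass the low-count filter, and without the filter their adjusted p-values from edgeR were 0.57, 0.15, 0.59 and 0.62. No change of COL3A1, MMP3 or IL6 was detected, and the size of change that could be detected for them was not tested. MMP1 had fewer counts in each Dsg2KO library than in each A431CT library, and the fall did not pass the test.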

Differences from the paper's values

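The scale relative to GAPDH and the removal of segment medians were chosen after values had been seen. The paper measured these genes in A431 cells by qPCR relative to GAPDH, a different assay from RNA-seq, and the RNA-seq values were put on the same scale as a fold of A431CT relative to GAPDH. For COL1A1 the paper's value is about 2.6 in Fig. 1C, with an error of about 1.0, both read by eye. The RNA-seq fold was 1.25 ± 0.428 (SD, n = 3), so for COL1A1 the spreads overlap. For MMP1 the paper's value is about 6.4 in Fig. 2E, with an error of about 3.4, both read by eye. MMP1 was at the floor in Dsg2KO cells, with counts of 1, 1 and 2 against 3, 4 and 8 in A431CT cells. With Dsg2KO cells taken at the floor its fold was 0.597, and 0.871 without A431CT replicate 3. These bounds leave out the error of the few A431CT counts. The paper also reports more MMP1 protein in Dsg2KO supernatant by ELISA (Fig. 2F), which was not analysed here. For MX1 the paper's value is about 6.4 in Supplementary Figure S4, read by eye, and the RNA-seq fold was 2.82 ± 0.0763 (SD, n = 3). For MX2 the paper's value is about 8.1 in Supplementary Figure S4, read by eye, and the RNA-seq fold was 4.80 ± 0.127 (SD, n = 3). None of the alternatives set before the data were examined closed the gap between the values for COL1A1, MX1 or MX2. For MMP1, which the filter removes, the alternatives with a value on this scale were those that left out 1 replicate, and none of them closed the gap. Without the low-count filter MMP1 was lower in Dsg2KO cells as well.

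The paper shows MMP3 as raised in A431 cells, and the RNA-seq counted it once in A431CT replicate 1 and in no other library, which gives no fold. The paper shows FN1 as raised in A431 cells. Its log2 fold change was 0.86 (standard error 0.34), higher in 3 of 3 Dsg2KO libraries, with an adjusted p-value of 0.0702 from edgeR's quasi-likelihood test. It passed with at least 10 counts in every library (adjusted p = 0.0407, edgeR), with edgeR's likelihood ratio test (adjusted p = 0.0337) and without A431CT replicate 1 (adjusted p = 0.0205, edgeR), in a range of 0.0205 to 0.23 over the alternatives.

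The paper displays PLAUR, STAT2 and RNF31 in Fig. 4C among its changed genes, and they did not pass both thresholds here. PLAUR had a log2 fold change of 0.49 (adjusted p = 0.0027, edgeR), higher in 3 of 3 Dsg2KO libraries. It passed without the low-count filter, with total counts only, and without A431CT replicate 2, A431CT replicate 3 or Dsg2KO replicate 3. It also passed with segment medians removed, which was chosen after seeing the values. STAT2 had a log2 fold change of 0.49 (adjusted p = 3.00e-04, edgeR), higher in 3 of 3 libraries. It passed without the low-count filter, with total counts only, and without A431CT replicate 2, A431CT replicate 3 or Dsg2KO replicate 2. RNF31 had a log2 fold change of -0.64 (adjusted p = 0.0505, edgeR), with counts of 102, 251 and 116 in Dsg2KO cells against 166, 215 and 219 in A431CT cells. It passed without the low-count filter, with at least 10 counts in every library, with the likelihood ratio test, with a replicate block, and without Dsg2KO replicate 2 (-1.12).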

Other observations

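The tests of interferon receptor dosage, of A431CT material in the Dsg2KO libraries, and of reads from DSG2 paralogs were set or changed only after values had been seen. A first version of the test for A431CT material found fewer genes than its rule required and so left that explanation standing, and the test was then replaced more than once.

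Of the 10 splits of the 6 libraries into 3 and 3, 1, the real one, gave as many genes past both thresholds. For the Fig. 4C genes it was 1 of 10, with 0 genes in the others, and for the lists past the camera threshold 1 of 10, with at most 1 list in the others against 2. With 10 splits the share cannot be under 0.1, so these counts alone do not settle whether grouping by chance plays a part.

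The interferon-stimulated list was higher in Dsg2KO cells. Without its genes on shifted segments its median log2 fold change was 0.37 over 38 genes (adjusted p = 6.08e-13, limma's camera, 35 of 38 higher), so location on those segments does not account for it. With a trend on GC content and gene length removed the median was 0.36, and with the Dsg2KO counts thinned to the A431CT depth it was 0.36. Receptor genes for interferons lie on chromosome 21, and a higher dosage of them may contribute. The tested receptor genes IFNAR1, IFNGR2 and IL10RB had a median log2 fold change of 0.24, with values of 0.24, 0.72 and -0.04. IFNAR2 had counts only in Dsg2KO replicate 1 and was not tested. All Dsg2KO libraries share both the raised segment and the loss of DSG2, so receptor dosage and Dsg2 loss cannot be told apart for this list.

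Of the lower genes past both thresholds, 42.2% lay on lower segments, against 12.1% of all placed genes, and of the higher genes 8.65% lay on higher segments, against 1.42%. The segments were found from the same log2 fold changes, so these shares describe the overlap and are no test of it. Of the 43 Fig. 4C genes past both thresholds, 6 lay on chromosome 21, against 22 of 697 other such genes (Fisher's exact test, p = 0.0039). Chromosome 21 was singled out after its values were seen, and neighbouring genes are not independent, so this p-value overstates the evidence.

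DSG2 kept 16.1% of its A431CT level in Dsg2KO cells. A431CT cells or RNA mixed into the libraries in that proportion would leave every gene at least the same share. Of 12100 tested genes with a mean of at least 20 counts in A431CT cells, 4 had fewer Dsg2KO counts than even the lowest share of DSG2, 15.1%, would leave. The comparison used a negative binomial model with edgeR's dispersions, so that it covers the spread between replicates, and a Bonferroni adjustment over all genes compared. The genes were DUSP2, FOXF2, GLB1L2 and ZNF726, and each was compared with its lowest A431CT library. FOXF2 had 11 counts in the Dsg2KO libraries together, against 86.3 from such a mixture. This argues against A431CT material as the whole source of what is left. DSG1, DSG3 and DSG4 together had counts equal to 33.5% of those left on DSG2. Paralog reads counted on DSG2 are not among these counts, so such reads and DSG2 transcript cannot be told apart. The paper does not report what is left of the DSG2 transcript, and transcripts that carry the edit were not separated from unedited ones.

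GAPDH, the reference gene of the paper's qPCR, had a log2 fold change of -0.27 (adjusted p = 3.23e-06, edgeR), lower in 3 of 3 Dsg2KO libraries. On the scale of GAPDH, the RNA-seq folds were 2.19 for FN1, 3.11 for TGM2, 2.05 for IFIT3 and 1.99 ± 1.19 (SD, n = 3) for IL6. IFIT1 had a log2 fold change of 1.05 before this scaling. LIPA spans IFIT1 and IFIT3 on chromosome 10 as well as IFIT2. COL3A1, at the floor in A431CT cells, had counts of 9, 2 and 3 in Dsg2KO cells. Its lower bound on this scale was 1.59, and without Dsg2KO replicate 1 it was 0.819, so a rise rests on that library.

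Among the junction genes the paper blots other than DSG2, none passed both thresholds. The paper blotted their proteins in HaCaT cells after Dsg2 knockdown, whereas the values here are RNA from A431 knockout cells, so they do not test those blots. DSC3 had a log2 fold change of -0.31, CDH1 0.28, PKP2 0.25 and DSP 0.18, each with an adjusted p-value under 0.05 from edgeR, in 3 of 3 Dsg2KO libraries. DSC2, at 0.19, had an adjusted p-value of 0.0688. It was under 0.05 without Dsg2KO replicate 3 (0.0292) and with total counts only (0.0428), in a range of 0.0292 to 0.248 over the alternatives (edgeR or DESeq2). DSG3, JUP, CTNND1 and CTNNB1 had log2 fold changes of -0.10, 0.03, 0.01 and 0.06.

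The remaining lists did not pass camera. The ERK output list had a median log2 fold change of 0.40 over 7 genes (adjusted p = 0.115, camera, 5 of 7 higher), and 0.025 without the low-count filter, with DUSP4 and SPRY4 higher and EPHA2 lower past both thresholds. DUSP4 is printed in Fig. 4C, and EPHA2 lies on the lower segment of chromosome 1. The MRTF/SRF list had a median of -0.01 over 16 genes (adjusted p = 0.98, camera), the keratinocyte differentiation list -0.03 over 12 genes (adjusted p = 0.94, camera) and the cell cycle list 0.0026 over 30 genes (adjusted p = 0.98, camera). KRT13 was the 1 keratinocyte differentiation gene past both thresholds, with a log2 fold change of -1.83.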
